# Itaconic acid underpins hepatocyte lipid metabolism in non-alcoholic fatty liver disease in male mice

**DOI:** 10.1038/s42255-023-00801-2

**Published:** 2023-06-12

**Authors:** Jonathan M. Weiss, Erika M. Palmieri, Marieli Gonzalez-Cotto, Ian A. Bettencourt, Emily L. Megill, Nathaniel W. Snyder, Daniel W. McVicar

**Keywords:** Metabolism, Metabolomics, Monocytes and macrophages, Fatty acids, Non-alcoholic fatty liver disease

## Abstract

Itaconate, the product of the decarboxylation of *cis*-aconitate, regulates numerous biological processes. We and others have revealed itaconate as a regulator of fatty acid β-oxidation, generation of mitochondrial reactive oxygen species and the metabolic interplay between resident macrophages and tumors. In the present study, we show that itaconic acid is upregulated in human non-alcoholic steatohepatitis and a mouse model of non-alcoholic fatty liver disease. Male mice deficient in the gene responsible for itaconate production (immunoresponsive gene (Irg)-1) have exacerbated lipid accumulation in the liver, glucose and insulin intolerance and mesenteric fat deposition. Treatment of mice with the itaconate derivative, 4-octyl itaconate, reverses dyslipidemia associated with high-fat diet feeding. Mechanistically, itaconate treatment of primary hepatocytes reduces lipid accumulation and increases their oxidative phosphorylation in a manner dependent upon fatty acid oxidation. We propose a model whereby macrophage-derived itaconate acts in *trans* upon hepatocytes to modulate the liver’s ability to metabolize fatty acids.

## Abstract (web summary)

In this study, Weiss, Palmieri et al. show that macrophage-derived itaconate impinges on hepatocyte lipid metabolism. This mechanism participates in the crosstalk of the immune system with hepatocytes during the development of non-alcoholic fatty liver disease.

## Main

Non-alcoholic fatty liver disease (NAFLD) is a global health crisis in adults and children^1^. Often associated with excess consumption of calories, accumulated adipose tissue and obesity, NAFLD represents a spectrum of liver disease, which is closely linked with inflammation, metabolic syndrome, insulin resistance and a host of risk factors for advanced disease such as liver cirrhosis and hepatocellular carcinoma^2–4^. As the predominant site for the uptake, storage and export of lipid, the liver plays an indispensable role in the metabolism of fat. The liver is a major site for the oxidation of triglycerides, generating fatty acids that are exported to the circulation, used by various tissues in the body for energy or stored in adipose tissue^3^. Hepatic lipid accumulation results from an imbalance between lipid availability and removal via fatty acid oxidation or lipoprotein secretion. Enhanced lipolysis in adipose tissue can result in higher circulating fatty acid levels and hepatic lipogenesis. When excess adiposity occurs, often due to dietary or genetic factors, free fatty acids released from adipose tissue may overwhelm the liver’s capacity to oxidize or export lipids, contributing to the development of fatty liver disease and steatosis. Obesity-associated changes in blood glucose levels and insulin intolerance can result in ‘lipid spillover’ characterized by alterations in lipid metabolism that contribute to high circulating levels of lipid and precede the development of metabolic syndromes such as type 2 diabetes, atherosclerosis and a progression of hepatic steatosis, fatty liver disease and liver cirrhosis^3,4^. A better understanding of the metabolic regulation of lipid metabolism by the liver may facilitate the development of therapeutic interventions that counteract this growing health crisis.

Regulation of lipid homeostasis and metabolism is complex, governed by a large array of hormones, metabolites and transcription factors^2,3^. Among metabolites, acetyl-coenzyme A (acetyl-CoA), a product of the oxidation of pyruvate during glycolysis, β-oxidation of fatty acids or metabolism of certain amino acids, plays a central role in lipid metabolism^3^. In addition to its role as the entry point into the citric acid (TCA) cycle, acetyl-CoA also serves as a principal precursor for the synthesis of fatty acids and lipids. We hypothesized that other metabolic intermediates might exert as yet poorly defined roles in lipid metabolism. As one example, we and others showed previously that the immunometabolite itaconic acid^5^ (itaconate) regulated β-oxidation of lipids promoting mitochondrial reactive oxygen species (ROS) and oxidative phosphorylation of macrophages^6,7^. Itaconate is formed by diverting *cis*-aconitate away from the TCA during inflammatory macrophage activation, a decarboxylation reaction catalyzed by the enzyme aconitate decarboxylase 1 (*Acod1*, referred to here as immunoresponsive gene-1; *Irg1*)^8^. Itaconate has been described as an anti-inflammatory immunometabolite that exerts regulatory roles in numerous pathologies, including cancer, infection, sepsis and tissue injury responses^7,9–13^. Metabolism of itaconate begins with its activation to itaconyl-CoA by succinyl-CoA ligase, which has been postulated to serve as a ‘CoA sink’ that may regulate fatty acid metabolism and other CoA-dependent pathways^14^.

In the present study, we identify an important and underappreciated role for itaconic acid in lipid metabolism in the liver and the progression of NAFLD. We find that both *Irg1* and itaconate accumulates in liver macrophages in a mouse model of NAFLD and human NASH livers. Mice with global or myeloid-specific deletion of Irg1 demonstrated a dramatic accumulation in adiposity, exacerbated lipid accumulation (prominently triglycerides) in the liver and exacerbated glucose and insulin intolerance. Mechanistically, we find that macrophage-derived itaconate acts *in trans* to alter the oxidative profile and lipid metabolism of hepatocytes. Our results reveal underappreciated pathways whereby itaconate regulates hepatocyte responses to lipid and may help identify *Irg1* and itaconate as potential targets during NAFLD.

## Results

### Lipid metabolism in macrophages lacking Irg1 is dysregulated

A role for the immunometabolite itaconic acid in the β-oxidation of lipids as a source of fuel for oxidative phosphorylation and mitochondrial ROS has been reported in tumor-associated macrophages, J774.2 and zebrafish macrophage lineage cells^6,7^. We asked whether *Irg*1 might regulate lipid homeostasis in primary bone-marrow macrophages (BMMs). Using unbiased metabolomics, we found that *Irg1*^−/−^ mice have dysregulated lipid metabolism compared to wild-type cells. BMMs from *Irg1*^−/−^ mice showed dramatic accumulation of carnitine conjugated fatty acids, along with reduced levels of many long-chain polyunsaturated fatty acids (Fig. 1a). Although the BMMs in this analysis were unstimulated, we confirmed itaconate production during BMM culture using mass spectrometry (Fig. 1b) suggesting that exposure of BMMs to itaconate during derivation affects their lipid metabolism.

**Fig. 1:**
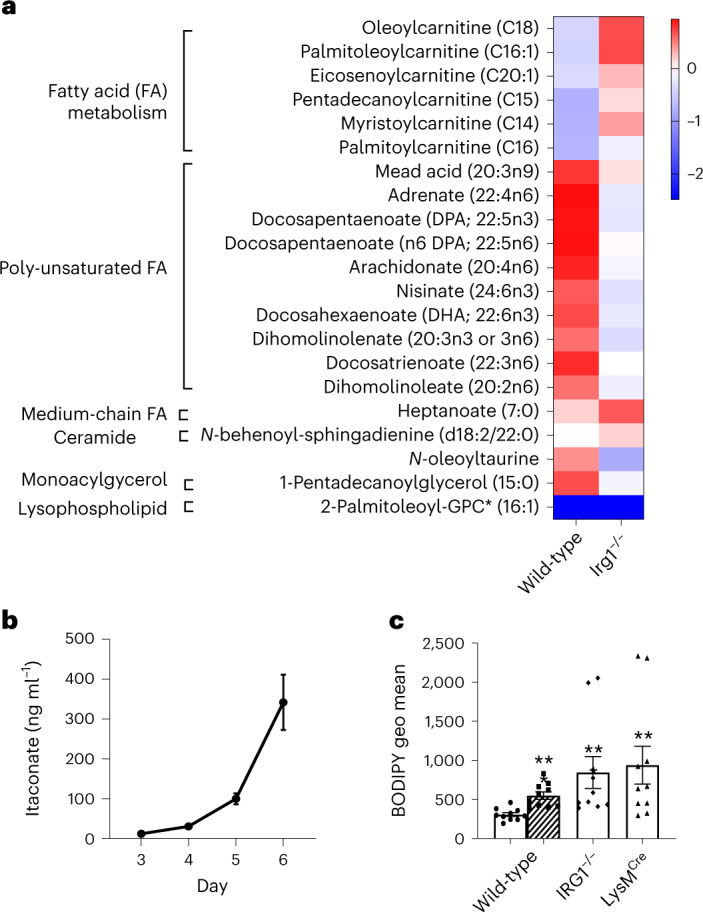
Dysregulated lipid metabolism in *Irg1*^−/−^ macrophages. **a**, BMMs from four wild-type and four Irg1^−/−^ mice were analyzed for broad metabolomics by mass spectrometry. For each metabolite, a ratio was computed by dividing the metabolite level by the relative mean for all eight samples (four wild-type and four *Irg1*^−/−^). The heat map depicts log_2_-transformed ratios for metabolites significantly different; all metabolites shown are *P < 0.05 between genotypes, as determined by two-sided multiple *t*-tests (one per row). **b**, Itaconate production was confirmed in cultured BMMs by culturing cells in the presence of 50 μg ml^−1^ macrophage colony-stimulating factor. At the indicated times, supernatant was collected and analyzed for itaconate using mass spectrometry. The graph depicts results from triplicate bone-marrow cultures. **c**, Peritoneal resident macrophages were isolated from the indicated mice. Lipid staining was visualized using flow cytometric analysis of BODIPY 493/503 staining. The graph illustrates results from ten mice. Data are presented as mean ± s.e.m. A two-sided analysis of variance (ANOVA) was performed between each group and the wild-type control (**P = 0.0015; ***P = 0.0001). As a positive control, wild-type mice were treated with 50 μg LPS 24 h before the isolation of peritoneal macrophages. Source data

We also detected a similar lipid dysfunction in resident peritoneal macrophages. Unstimulated peritoneal resident macrophages from *Irg1*^−/−^ mice as well as *Irg1*^fl/fl^ × LysM^Cre^ mice had significantly elevated neutral lipid content as detected by BODIPY staining compared to cells from wild-type mice (Fig. 1c). Taken together, these results prompted us to investigate the role for *Irg1* and itaconic acid in a mouse model of hyperlipidemia.

### Irg1 expression and itaconate production are associated with dyslipidemia in mice fed western diet and human NASH

Mice fed a western diet (WD) for 12 weeks develop hyperlipidemia in the liver, denoted by extensive lipid accumulation, elevated serum triglycerides and insulin resistance^15,16^. Our analysis of previously published transcriptomic data of hepatic myeloid cells in WD-fed wild-type mice^17^ indicated *Irg1* expression was upregulated in the Clec4f^−^ macrophage population, which is derived from immigration of circulating macrophages following 12–36 weeks of WD feeding (Fig. 2a). *Irg1* expression was detectable in resident Kupffer cells (KCs); however, this expression dramatically declined with WD feeding and no *Irg1* expression was detectable in proliferating KCs. Robust *Irg*1 expression was noted in neutrophils; however, this was completely independent of WD feeding, suggesting that the macrophage but not neutrophil expression of *Irg1* was related to hyperlipidemia. Because *Irg1* expression has been reported in hepatocytes during ischemia-reperfusion disease^10^, we investigated further the cellular source of hepatic *Irg1* and itaconic acid and interrogated the role of *Irg1*-catalyzed itaconic acid during WD feeding. We compared lipid pathologies between wild-type and *Irg1*^−/−^ mice bred onto identical genetic backgrounds. Quantitative PCR analysis on livers confirmed induction of *Irg1* mRNA after 12 weeks of WD feeding (Fig. 2b) but not after 9 weeks of WD feeding (Supplementary Fig. 1a). Molecular analysis of livers from mice bearing tissue-specific deletion of *Irg1* showed that its expression was confined to the myeloid compartment as WD-induced *Irg1* expression was abrogated in *Irg1*^fl/fl^ × LysM^Cre^ but preserved in *Irg1*^*f*l/fl^ × Alb^Cre^ mice that have the gene deleted in hepatocytes (Fig. 2b). No *Irg1* expression was detected in macrophages isolated from adipose tissue. Further interrogation indicated that *Irg1* upregulation in the liver of WD-fed mice was dependent on interferon receptor (IFNAR) expression but independent of Stat1 expression (Fig. 2c), implicating non-canonical type I interferon signaling or potentially Stat2 homodimers as being important to the upregulated Irg1 expression in the liver following WD^18^. Mass spectrometry confirmed the accumulation of itaconic acid in isolated F4/80-positive macrophages from these livers (Fig. 2d), whereas no itaconic acid was expressed in F4/80-negative cell fractions (Fig. 2e). We next identified the pathophysiological concentration of itaconate in the liver and blood of WD-fed mice. Approximately 400 ± 131 μM itaconate was detected in the livers of WD-fed mice, which was significantly increased compared to control diet-fed mice (Fig. 2f). In contrast, itaconate was not increased in the blood after WD feeding (Supplementary Fig. 1b). Lipopolysaccharide (LPS) treatment of BMMs from wild-type and *Irg1*^−/−^ mice confirmed the dependence of itaconate production on *Irg1* expression (Supplementary Fig. 1c,d). To further confirm that hepatocytes are not a significant source of itaconate in our studies, we treated mice with LPS and found that itaconate levels in Irg1^fl/fl^ × Alb^Cre^ mice were indistinguishable from wild-type mice (Fig. 2g). Further, LPS-exposed hepatocytes did not produce detectable itaconate (Fig. 2h). Together these data demonstrate that loss of *Irg1* is associated with lipid accumulation in macrophages and that WD feeding results in *Irg1* expression and itaconate production in hepatic macrophages, but not hepatocytes. To determine whether itaconate was upregulated in human non-alcoholic steatohepatitis (NASH), we obtained liver biopsies from 10 non-NASH controls and 16 patients with NASH. By qPCR, *Irg1* messenger RNA expression was significantly increased in NASH compared to non-NASH controls (Fig. 2i). Furthermore, itaconate levels were significantly higher in liver tissue from human NASH (approximately 109 ± 9 μM) compared to non-NASH controls (Fig. 2j) but again itaconate levels in the blood were unaltered between control and patients with NASH (Fig. 2k). The diagnosis of NASH provided to us by the University of Pittsburgh was further corroborated by a significant upregulation of interleukin-6 mRNA expression in liver NASH samples (Supplementary Fig. 2a). Among other metabolites, we found succinate and glutamine were unchanged, whereas lactate, citrate and α-ketoglutarate were significantly upregulated in NASH (Supplementary Fig. 2b–f).

**Fig. 2:**
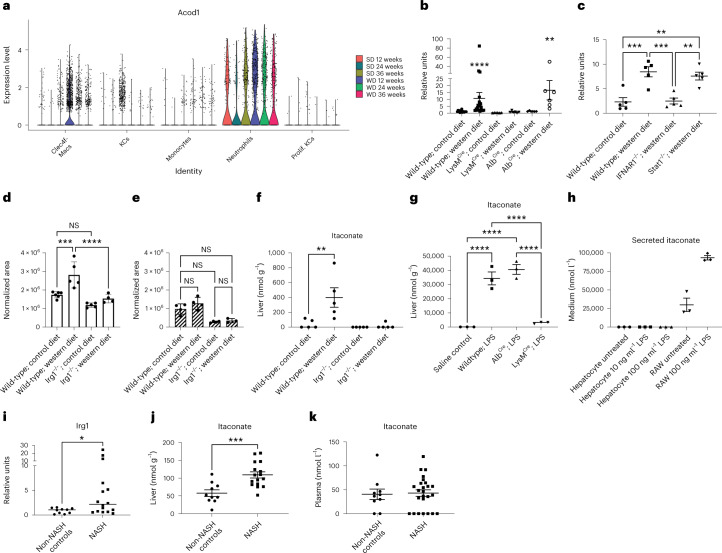
Irg1 is upregulated in hepatic macrophages in response to high-fat diet. **a**, Transcriptomic analysis of *Acod1/Irg1* mRNA expression on cell subsets in mice fed control/standard diet (SD) or WD for the indicated times from a single-cell RNA-seq experiment in Guilliams et al.^17^ **b**,**c**, Whole liver lobes were collected on week 12 following control or WD feeding of the indicated mice. Murine *Irg1* gene expression was quantified in each sample using qPCR. For **b**, *n* = 20 wild-type mice per group; *n* = 6 Cre-specific mice per group (****P < 0.0001; **P = 0.002). For **c**, *n* = 5 mice per group (**P = 0.003; ***P = 0.0005). **d**,**e**, F4/80^+^ macrophages were isolated by magnetic selection from single-cell suspensions of liver cells. Graphs depict the relative area of itaconate production in positively selected F4/80^+^ macrophages (***P = 0.0002; ****P < 0.0001; NS, not significant) (**d**) and the flow-through non-macrophage fraction (*n* = 5 mice per group) (**e**). **f**, Itaconate production was quantified from homogenized livers of 12 week WD-fed mice, normalized for liver tissue weight (*n* = 5 mice per group; *P* = 0.008). **g**, Itaconate production was quantified from mice treated with 50 μg LPS overnight (*n* = 3 mice per group; *P* < 0.0001). **h**, Secreted itaconate in the supernatants of untreated and LPS-treated hepatocytes or RAW 264.7 cells as a positive control (*n* = 3 per group). A two-sided ANOVA with multiple comparisons was used for statistical analyses (**b**–**g**). **i**,**j**, Human *Irg1* expression (*P = 0.03) (**i**) and itaconate production (**j**) (***P = 0.017) in human NASH livers. Human liver samples from 10 non-NASH controls (consisting of hemangioma, focal nodular hyperplasia, hepatic adenoma, hepatocellular carcinoma and benign cases) and 16 NASH cases were analyzed for itaconate expression using mass spectrometry. Results for *Irg1* are shown as the relative fold change over non-NASH controls. Results for itaconate were normalized per mg liver tissue. A two-sided Mann–Whitney *U*-test was used for statistical analysis of human NASH samples (**i**,**j**). **k**, Itaconate levels in the plasma of non-NASH controls and NASH cases. Data are presented as mean ± s.e.m. Source data

Notably, *Irg1*^−/−^ and *Irg1*^fl/fl^ × *LysM*^Cre^ mice fed WD exhibited increased lipid accumulation in the liver compared to wild-type mice (Fig. 3a,b for Oil Red O (ORO) staining and Fig. 3c for hematoxylin and eosin (H&E) staining). In contrast, *Irg1*^fl/fl^ × *Alb*^Cre^ mice fed a WD did not exhibit any exacerbation in diet-induced lipid accumulation. Notably, *Irg1*^−/−^ mice fed control chow diet also had significantly increased lipid staining compared to control wild-type mice, suggesting an important role for *Irg1* in both homeostatic and pathogenic lipid metabolism in the liver. Adipose and liver tissue from WD-fed mice but not control diet-fed mice was significantly increased in weight (Fig. 3d,e) and *Irg1*^−/−^ mice fed either control or WDs had significantly elevated free fatty acids in the blood (Fig. 3f) and increases in liver triglycerides (Fig. 3g). No differences in serum triglycerides or cholesterol were observed nor was there any difference in adipose triglycerides (Supplementary Fig. 3).

**Fig. 3:**
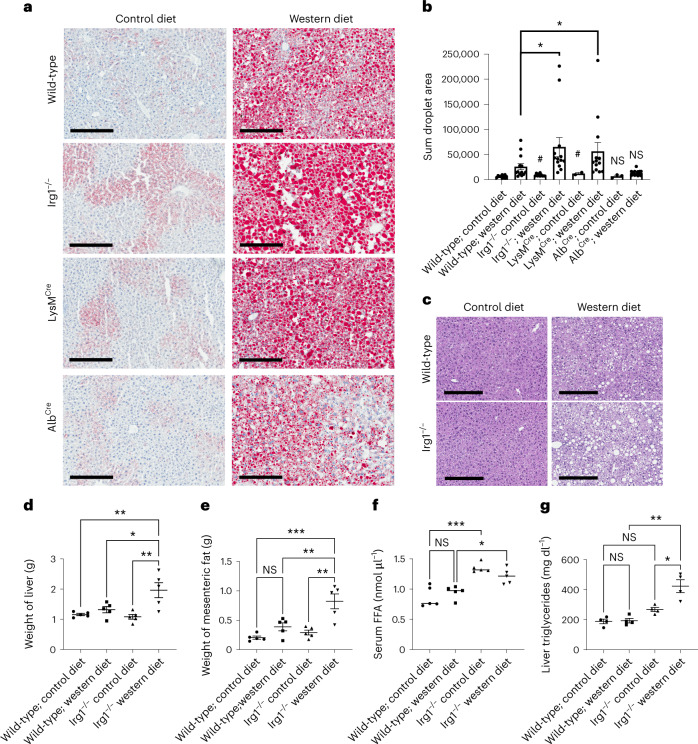
Exacerbated fatty liver disease in *Irg1*^−/−^ mice after WD diet feeding. **a**, ORO staining of frozen liver tissue sections. Each image is representative of ten non-overlapping fields from five mice per group and repeated in two separate experiments; scale bar, 300 μm). **b**, The sum areas of ORO staining were quantified using ImageJ software (*P = 0.02 for the indicated comparisons; #*P* = 0.01 compared to the wild-type/control diet sample; *n* = 10). **c**, Representative H&E staining of liver tissues. The image depicted is representative of five non-overlapping fields from three mice. Scale bar, 300 μM; ×10 magnification. **d**, Liver weights of five mice per group (*P = 0.036; **P = 0.009). **e**, Mesenteric fat weights (five mice per group; **P = 0.009; ***P = 0.0006; NS, not significant). **f**, Serum levels of free fatty acids (*n* = 5 per group; *P = 0.043; ***P = 0.0006; NS, not significant). **g**, Liver triglycerides (*n* = 4 per group; *P = 0.013; **P = 0.001; NS, not significant). Data are presented as mean ± s.e.m. A two-sided ANOVA with multiple comparisons was used for statistical analyses. Source data

Having established an important role for itaconate in the regulation of lipid metabolism in the liver, we asked whether treatment of WD-fed mice with the cell-permeable derivative 4-octyl itaconate (4-OI) could ameliorate dysfunctional lipid metabolism in *Irg1*^−/−^ mice. We assayed the kinetics of blood and liver itaconate levels following a single administration of 4-OI. The administration of a single dose of 4-OI resulted in transient high levels of itaconate in the blood (Fig. 4a), which fell dramatically in the first few hours. In contrast, itaconate levels in the liver peaked at 4 h after administration, falling back to baseline within 24 h (Fig. 4b). 4-OI treatment significantly reduced liver ORO staining (Fig. 4c–e) and mesenteric fat weight (Fig. 4f). These findings indicate that exogenous administration of near-physiologically relevant levels of itaconate can successfully reverse the severe hyperlipidemic phenotype in WD-fed *Irg1*^−/−^ mice.

**Fig. 4:**
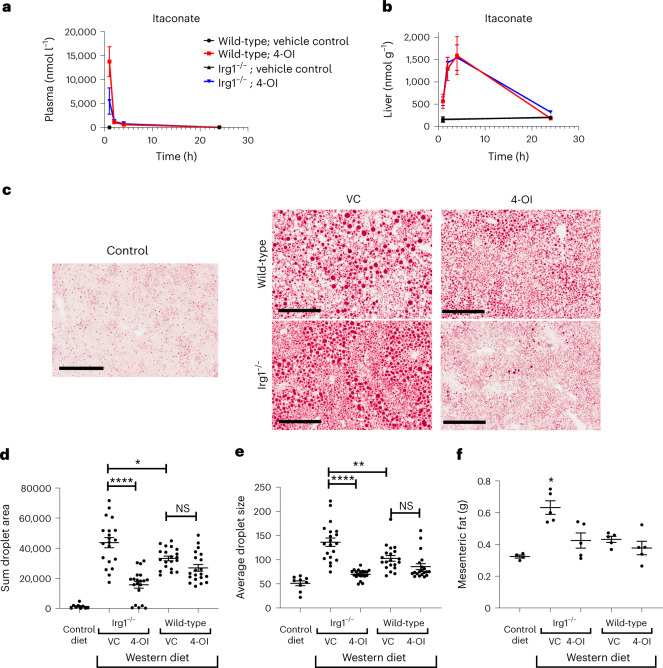
Treatment of mice with 4-OI reverses the exacerbated fatty liver disease in *Irg1*^−/−^ mice. Mice on WD were treated with 50 mg kg^−1^ 4-OI in 40% cyclodextrin/PBS or vehicle control (40% cyclodextrin/PBS) for 12 weeks. **a**,**b**, Itaconate levels in the plasma (**a**) and liver (**b**) were quantified at the indicated times (*n* = 5 mice per group). **c**, ORO staining of control diet- (top) and WD- (bottom) fed mice. The images are each representative of 20 non-overlapping images from five different mice per group. **d**, The sum areas of ORO staining were quantified using ImageJ software (*P = 0.015; ****P < 0.0001 for the indicated comparisons; *n* = 20). **e**, Quantitation of ORO (average droplet size) was obtained by dividing the sums of droplet area (**d**) by the number of droplets/image (**P = 0.002; ****P < 0.0001; *n* = 20). **f**, Mesenteric fat weight (five mice per group; *P* = 0.014 for the indicated group, as compared to all other groups). Data are presented as mean ± s.e.m. A two-sided ANOVA with multiple comparisons was used for statistical analyses. Source data

Given the changes in liver lipid burden we assessed characteristics of metabolic syndrome in mice lacking Irg1. *Irg1*^−/−^ mice fed either control or WD develop glucose intolerance as compared to respective diet-fed wild-type mice (Fig. 5a,b). *Irg1*^−/−^ mice on WD also had insulin resistance (Fig. 5c,d) as well as significantly elevated blood insulin levels (Fig. 5e). These findings were evident even though no differences were observed in body weight between wild-type and *Irg*1^−/−^ mice (Fig. 5f) and no differences were observed in the amount of food intake by the mice (Supplementary Fig. 4). Consistent with the patterns of expression we documented, *Irg*1 deficiency in the myeloid compartment was sufficient to yield elevated insulin resistance as *Irg*1^fl/fl^ × *LysM*^Cre^ mice exhibited similar insulin intolerance as global *Irg1*^−/−^ mice; regardless of whether mice were fed a control diet (Fig. 5g) or WD (Fig. 5h).

**Fig. 5:**
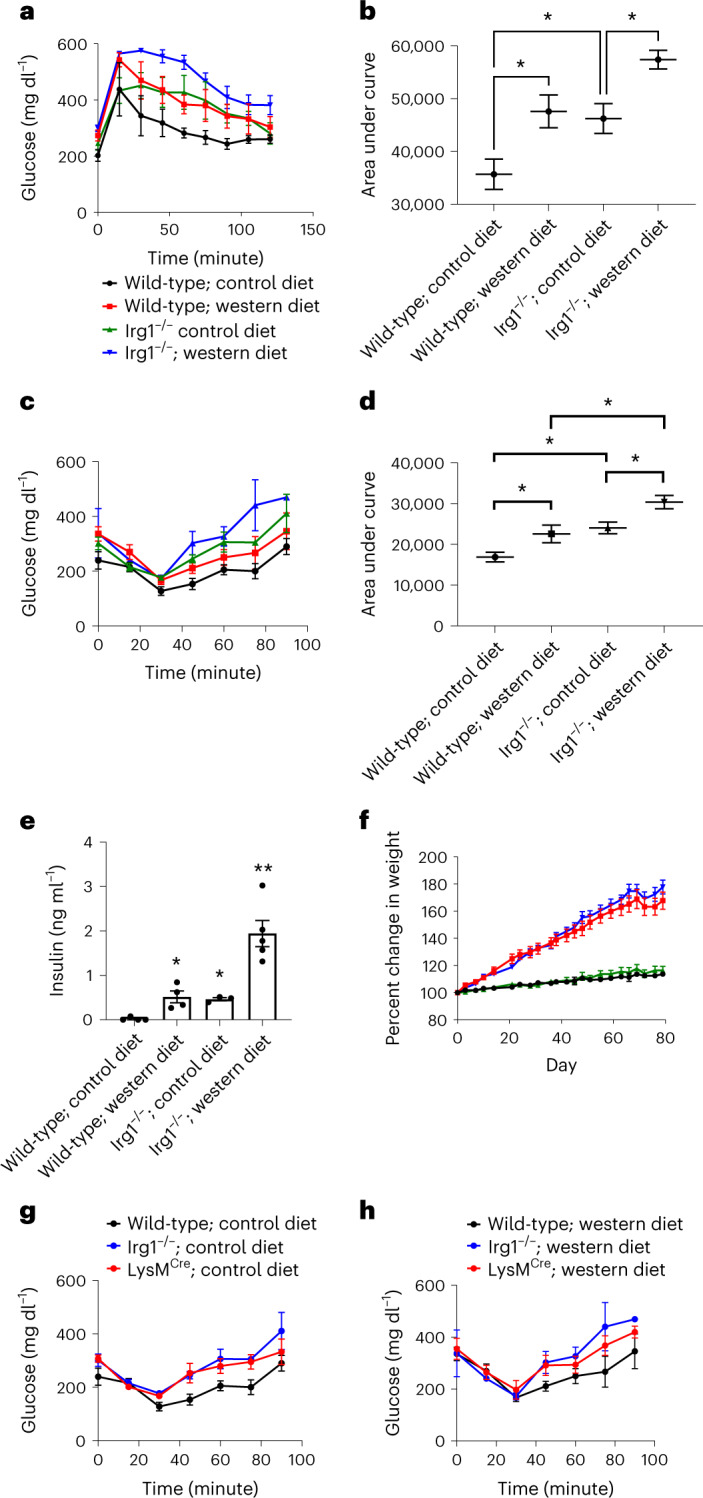
Glucose and insulin intolerance in *Irg1*^−/−^ and *Irg1*^fl/fl^ × *LysM*^Cre^ mice after WD feeding. **a**, Blood glucose levels following a single dose challenge of 2 g kg^−1^ glucose of the indicated mice. The graph depicts *n* = 5 mice from one experiment, representative of three total experiments. **b**, Area under the curve for the glucose tolerance test (*P = 0.04; *n* = 5). **c**, Blood glucose levels following a single dose challenge of 0.5 U kg^−1^ insulin of the indicated mice (*n* = 5 mice per group). **d**, Area under the curve for the insulin tolerance test (*P = 0.031; *n* = 5). **e**, Serum insulin levels at 12 weeks (*P = 0.03; **P = 0.001; *n* = 5 mice per group). **f**, Mouse weight measurements, as percentage of day 0 starting weight, during the 12 weeks of control or WD feeding. **g**,**h**, Insulin intolerance in *Irg1*^fl/fl^ × *LysM*^Cre^ mice was determined by feeding mice control (**g**) or WD (**h**) for 12 weeks and blood glucose levels were monitored over time following a single-dose challenge of insulin of the indicated mice. The graphs depict *n* = 5 mice per experiment, representative of three similar experiments. Data are presented as mean ± s.e.m. A two-sided ANOVA with multiple comparisons was used for statistical analyses. Source data

WD-driven metabolic disorder is associated with substantial remodeling of adipose tissue by lipid-associated macrophages (LAMs). Even though we did not detect *Irg1* expression in LAMs during control or WD feeding, the increased mesenteric fat burden of *Irg1*^−/−^ mice prompted us to assess LAM number and architecture. We found the accumulation of lipid in the mesenteric fat and liver in mice lacking *Irg1* was accompanied by a notable loss of F4/80^+^ macrophages in both these tissues. In the liver, significant reductions in the frequencies of F4/80^+^ cells were observed in both *Irg*1^−/−^ and *Irg*1^fl/fl^ × *LysM*^Cre^ mice fed a WD (Fig. 6a,b) and hepatic crown-like structures were severely reduced (Fig. 6c). Similarly, F4/80^+^ cells were reduced, and crown-like structures were nearly absent in adipose tissue of *Irg*1^−/−^ mice fed a WD (Fig. 6d,e). Given the important homeostatic role for hepatic and adipose macrophages, our findings suggest that their notable loss in *Irg1*^−/−^ mice accompanies dysregulated lipid metabolism.

**Fig. 6:**
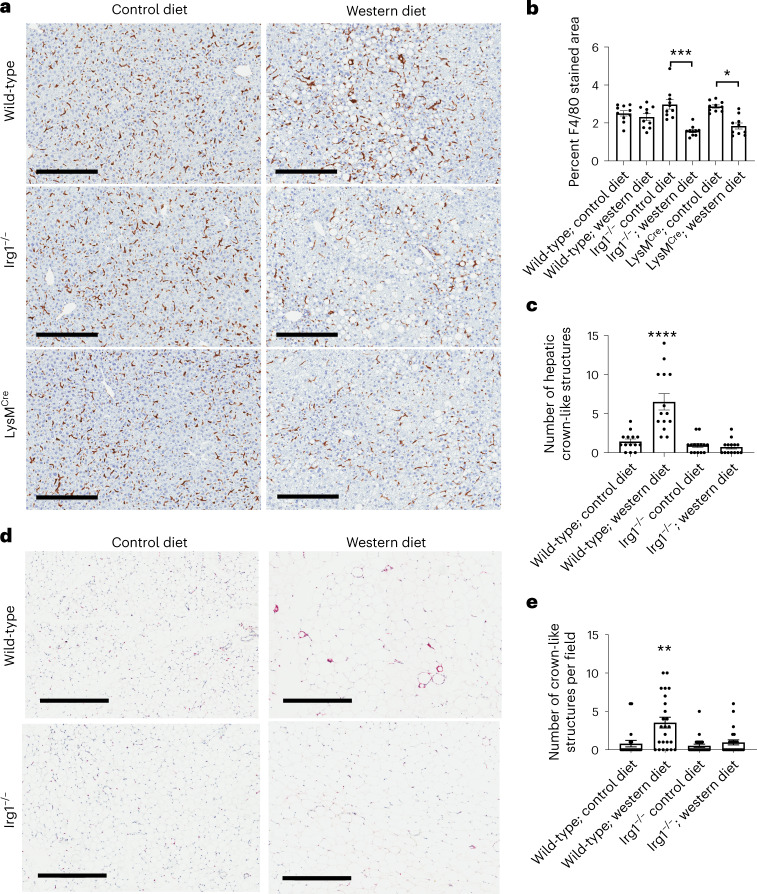
Loss of hepatic and adipose macrophages in global and myeloid-deficient Irg1 mice fed WD. **a**, Macrophage (F4/80) staining of formalin-fixed liver tissues, visualized using DAB chromogen. Each image is representative of ten non-overlapping fields from five mice per group and repeated in two separate experiments; scale bar, 300 μm). **b**, The F4/80-stained areas of 14 images per group were quantitated using ImageJ software (*P = 0.015; ***P = 0.0002). **c**, Reduction of hepatic crown-like structures (CLSs); F4/80^+^ macrophages forming a ring-like structure. The number of CLSs were manually counted on 14 images per group (****P < 0.0001). **d**, Macrophage (F4/80) staining of formalin-fixed adipose tissue, visualized using alkaline phosphatase chromogen (scale bar, 500 μM). Each image is representative of five non-overlapping fields from five mice per group. **e**, Quantitation of CLSs in adipose tissue (*n* = 25 images; **P = 0.002). CLSs in adipose tissue surround dying adipocytes in a crown-like pattern. Data are presented as mean ± s.e.m. A two-sided ANOVA with multiple comparisons was used for statistical analyses. Source data

### Itaconate regulates lipid metabolism by enhancing fatty acid oxidation in hepatocytes

To begin to reveal the mechanisms behind these phenomena, we isolated F4/80^+^ macrophages from the livers of wild-type or *Irg1*^−/−^ mice and performed targeted metabolomics. These data confirmed preferential accumulation of several long-chain fatty acids in the macrophages from *Irg1*^−/−^ mice fed a WD (Supplementary Fig. 5a). Moreover, several key metabolites associated with mitochondrial function, including pyruvate, fumarate, citrate and oxaloacetate were reduced in macrophages from WD-fed *Irg1*^−/−^ mice compared to their wild-type counterparts (Supplementary Fig. 5b). These data suggest subdued mitochondrial function in the absence of *Irg*1. We considered that metabolic dysfunction in hepatic macrophages alone would be unlikely to fully explain the substantial liver disease phenotype of mice lacking *Irg*1, but that these cells may represent sentinels of greater liver metabolic changes. Based on the lipid dysfunction we observed in BMMs and liver macrophages lacking *Irg*1, we hypothesized that myeloid-derived itaconic acid might act in *trans* to modulate lipid metabolism by hepatocytes. We tested this possibility by assessing the metabolic response of hepatocytes to exogenous itaconate. Exogenous itaconate readily accumulated in hepatocytes (Supplementary Fig. 6a). Itaconate was not sufficient to cause succinate accumulation (Supplementary Fig. 6b) in hepatocytes; nor did itaconate cause alterations in *cis*-aconitate or pyruvate levels (Supplementary Fig. 6c,d, respectively). Next, we assayed lipid accumulation in cultures of primary hepatocytes challenged with exogenous lipid with or without ex vivo treatment with sodium itaconate^19^. Targeted lipidomics indicated that multiple triglycerides (Fig. 7a) and acyl carnitines (Fig. 7b) were significantly downregulated in itaconate-treated hepatocytes. Moreover, hepatocytes challenged with lipid showed the expected increase in BODIPY staining and exposure to doses of physiologically relevant concentrations of itaconate ranging as low as 0.1 mM reduced that lipid staining (Fig. 7c). By both BODIPY staining of neutral lipids (Fig. 7c) and targeted lipidomics (Supplementary Fig. 7a), significantly reduced lipid accumulation was observed in itaconate-treated hepatocytes. Similarly, itaconate treatment of the human hepatocyte (HepG2) cell line caused a significant reduction in BODIPY staining, as a single agent or in combination with exogenously added lipid (Supplementary Fig. 7b).

**Fig. 7:**
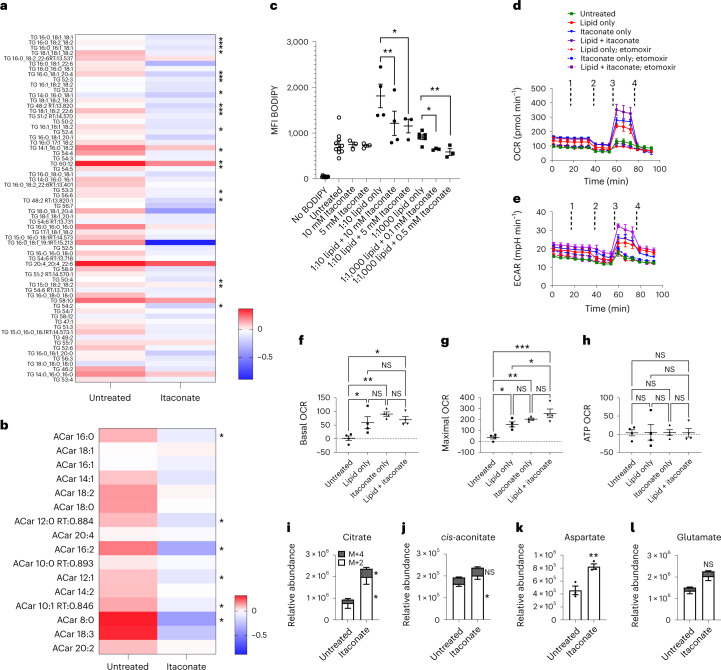
Itaconate reduces lipid accumulation by hepatocytes and enhances their oxidative phosphorylation. Targeted lipidomics showing triglycerides (**a**) and acyl carnitines (**b**) between untreated and itaconate-treated hepatocytes. For each metabolite, a ratio was computed by dividing the metabolite level by the relative mean for all six samples (three wild-type and three *Irg1*^−/−^). The heat map depicts log_2_-transformed ratios for metabolites. Significance was determined by two-sided multiple *t*-tests (one per row between genotypes) and is denoted on the side of the heat maps. **c**, Primary cultures of hepatocytes were treated with the indicated doses of itaconate and/or the indicated dilution of chemically defined lipid mixture. After 24 h, the treated hepatocytes were collected and analyzed for BODIPY staining. The graph depicts hepatocytes treated with itaconate and/or lipid (*n* = 3 from one experiment shown representative of seven similar experiments; *P = 0.028; **P = 0.005). **d**,**e**, Hepatocytes seeded in 96-well plates were treated with 10 mM itaconate and/or 1:100 lipid. The next day, cells were washed and analyzed using a Seahorse Bioanalyzer. **d**,**e**, The OCR (**d**) and extracellular acidification rate (ECAR) (**e**) is shown for one experiment (four replicate wells). Similar results were obtained in five similar experiments. At the indicated times, drugs were injected as (1) medium only or 40 μM etomoxir; (2) 1 μg ml^−1^ oligomycin; (3) 1 μM FCCP; (4) 100 nM rotenone + 1 μM antimycin A. **f**–**h**, The basal (**f**), maximal (**g**) and ATP OCR (**h**) are graphed (*n* = 4 for each; *P < 0.05; **P = 0.003). A two-sided ANOVA with multiple comparisons was used for statistical analyses in **c**,**f**–**h**. **i**–**l**, For detection of fatty acid carbon utilization into TCA-cycle intermediates hepatocytes were cultured overnight in 1:10 lipid mix ± 10 mM itaconate. Uniformly (U-13C16) labeled palmitate was added for the final 4 h and intracellular levels of labeled TCA intermediates were measured by mass spectrometry. Open bars depict the mean ± s.e.m. for M + 2 isotopologs and dark bars depict the mean ± s.e.m. of M + 4 isotopologs (*P = 0.04; **P = 0.006). No M + 4 was detected for aspartate. Statistical differences for (**i**–**l**) were determined by two sample *t*-test (*n* = 3 per group). Source data

Flux analysis of similarly treated cells showed that lipid challenge of hepatocytes increased their oxygen consumption rates (OCRs) and that this was accentuated by exposure to itaconate (Fig. 7d). The itaconate-mediated increase in lipid-induced OCR was completely abrogated in the presence of etomoxir, supporting the role for fatty acid oxidation as the source of lipid- and itaconate-induced increases in oxygen consumption in hepatocytes. In these experiments, itaconate treatment also caused an increase in glycolysis in hepatocytes, both as a single agent and in combination with lipid challenge (Fig. 7e). Both lipid and itaconate treatment significantly increased basal (Fig. 7f) and maximal OCR (Fig. 7g) although the effects in the combination treatment were not additive but rather primarily lipid driven. No difference in hepatocyte ATP-linked OCR was observed (Fig. 7h). Together, these data demonstrate the ability of exogenous itaconate to enhance oxidative phosphorylation of lipids and that this increase is not simply the result of glycolytic inhibition.

To further corroborate the link between fatty acid oxidation and itaconate exposure of hepatocytes, we treated cells with uniformly (U-^13^C16) labeled palmitate and confirmed that itaconate treatment results in increases in ^13^C-labeled TCA intermediates consistent with enhanced utilization of lipids. Treatment of hepatocytes with itaconate in the presence of isotopic labeled palmitate resulted in significant increases in isotopically labeled citrate (Fig. 7i), *cis*-aconitate (Fig. 7j) and TCA-cycle-derived metabolites such as aspartate (Fig. 7k), whereas the increases in labeled glutamate did not reach statistical significance (Fig. 7l). Although utilization of fatty acids was enhanced by itaconate, we detected no itaconate-dependent difference in fatty acid uptake in hepatocytes. Extracellular-labeled palmitate was equivalent between untreated and itaconate-treated hepatocytes (Supplementary Fig. 7c) and itaconate treatment had no effect on fatty acid uptake by hepatocytes as detected by fatty acid uptake assay (Supplementary Fig. 7d). Taken together, we conclude that itaconate enhances fatty acid utilization in hepatocytes through a mechanism independently of fatty acid uptake.

Although these data strongly imply a fundamental itaconate-induced alteration in metabolic processing, multiple reports have shown that itaconate is capable of eliciting substantial changes in transcription. Thus, to determine whether itaconate exerted transcriptional differences in hepatocytes that could account for the hyperlipidemic phenotype, we performed RNA-seq on lipid-challenged hepatocytes exposed or not to itaconate. 

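RNA was sequenced in bulk from primary hepatocytes of wild-type mice that were left untreated or were treated overnight with 10 mM itaconate, with a chemically defined lipid mixture diluted 10-fold, or with both. Each of the 4 treatment groups had 4 libraries. The sample labels name the libraries of a group by the replicate letters A to D, so that each letter holds 1 library of every treatment. The authors trimmed the reads with Cutadapt, aligned them to the mouse genome with STAR and quantified them on GENCODE genes with RSEM, and the deposited values are the expected counts per gene, without normalization. An expected count shares a read that fits several genes among them and need not be whole, and 5.41% of the values were not whole. The total of expected counts per library ran from 22346049 to 28619798 (median 27967435) in untreated hepatocytes, from 27211869 to 35512004 (median 28467578) in itaconate-treated hepatocytes, from 23562859 to 28558693 (median 24695330) in lipid-treated hepatocytes and from 25812579 to 35378517 (median 27793096) in lipid + itaconate-treated hepatocytes. For the values given here, the counts were rounded to whole numbers and normalized for library size by edgeR's TMM method. Of the 55450 genes quantified, 11675 had a mean of at least 1 CPM (reads counted on the gene, scaled to a common library size) over the 16 libraries and were tested. All 16 libraries entered one edgeR quasi-likelihood model with the treatment and the replicate letter as terms, and p values were adjusted by the Benjamini-Hochberg method over the genes tested. Fold changes are on the log2 scale and come from this model, and positions of genes refer to the GRCm38 build.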

We then interrogated expression of genes in the KEGG reference pathways for fatty acid metabolism^20^. 

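Supplementary Fig. 8a lists 35 genes of fatty acid metabolism, of which 34 passed the filter of 1 CPM. Between untreated and itaconate-treated hepatocytes, 7 of the 34 genes had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, against 1.7 expected by chance. Of these, *Acsl1* and *Eci2* were higher with itaconate, and *Acat2*, *Acox3*, *Acsl5*, *Cpt2* and *Echs1* were lower. Only *Eci2* had an adjusted p under 0.05 over all genes tested, and the count was also 1 when adjusted over the list alone. The log2 fold changes of the 34 genes ran from −0.28 (*Acat2*) to 0.23 (*Eci2*), with a median of −0.01. The count of 7 fell to 3 when the replicate letter was left out of the model and rose to 11 when the model held only the 8 libraries of the comparison. It was also 3 without itaconate replicate C, and 4 without untreated replicate B or untreated replicate C. With only the 8 libraries in the model, *Acat2*, *Acox3*, *Acsl1*, *Acsl5* and *Echs1* also had an adjusted p under 0.05 over all genes tested, from 0.0120 (*Acat2*) to 0.0497 (*Echs1*). Over all alternatives the adjusted p of *Echs1* went up to 0.668, that of *Acsl1* to 0.548, that of *Acsl5* to 0.508 and that of *Acox3* to 0.330. For *Acat2* it ranged from 0.000587 with no filter to 0.447, and was also under 0.05 with DESeq2 (0.0455) and without itaconate replicate A (0.0276). Between lipid-treated and lipid + itaconate-treated hepatocytes, *Acsl5* and *Eci2* had an unadjusted p under 0.05, and 0 genes had an adjusted p under 0.05, over all genes tested or adjusted over the list alone. The count of 2 rose to 7 without lipid + itaconate replicate B, to 5 without lipid + itaconate replicate C and to 4 without lipid + itaconate replicate A, and it was 1 without lipid replicate C, lipid replicate D or lipid + itaconate replicate D. With lipid the log2 fold changes ran from −0.34 (*Aldh1b1*) to 0.19 (*Eci2*), with 13 genes higher and 21 lower.

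**Figure D1:**
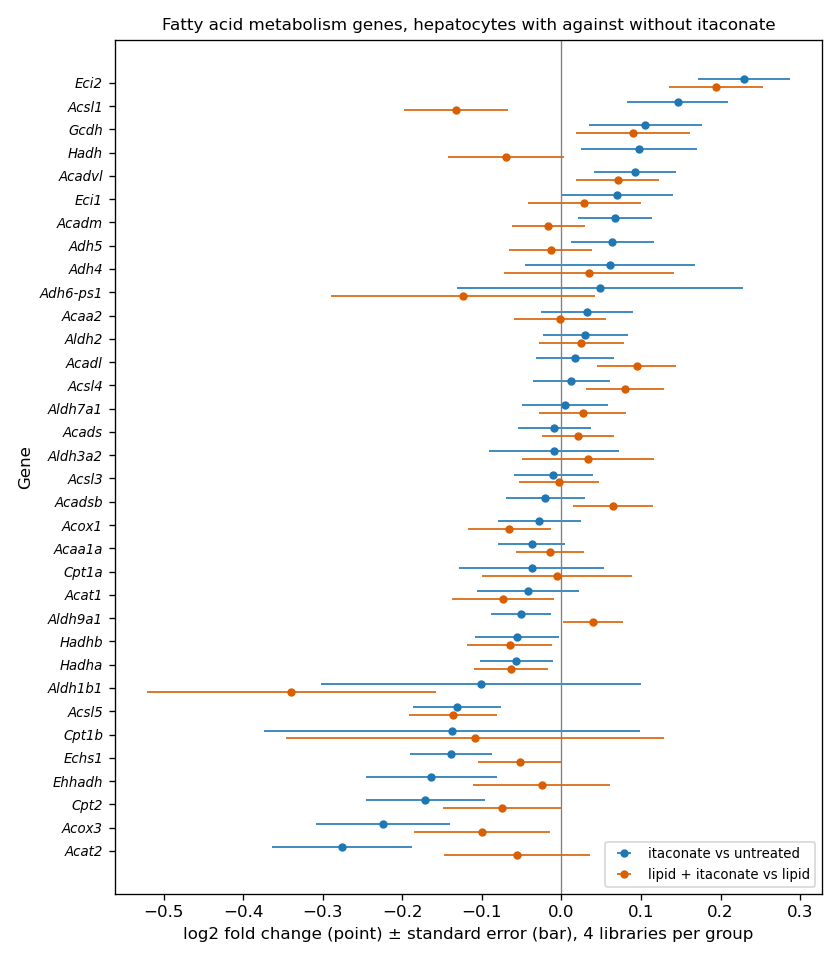
Log2 fold change (x axis) of each of the 34 fatty acid metabolism genes tested (y axis), with itaconate in the absence of lipid (blue) and in its presence (orange). Points are estimates from the model over 16 libraries and bars are their standard errors. Every point lies between −0.34 and 0.23.

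*Eci2* (ENSMUSG00000021417.15, minus strand of chromosome 13 from 34977748 to 35027096) was at 52.7 ± 4.03 CPM (SD, n = 4) in untreated and 61.8 ± 5.75 CPM (SD, n = 4) in itaconate-treated hepatocytes. Its log2 fold change was 0.23 (standard error 0.058, adjusted p = 0.0321 in the edgeR test), with a rise in all 4 replicate letters. Over the alternative settings this adjusted p ranged from 0.00141 to 0.160. It was over 0.05 without the replicate letter in the model (0.151) and when untreated replicate A (0.0943), B (0.104) or D (0.0902) or itaconate replicate B (0.0581), C (0.160) or D (0.106) was left out. With lipid, *Eci2* went from 38.3 ± 0.593 to 43.8 ± 1.73 CPM (SD, n = 4), a log2 fold change of 0.19 (standard error 0.059, adjusted p = 0.0919 in the edgeR test) with a rise in 4 of 4 letters. Without lipid + itaconate replicate C this adjusted p was 0.0185, the lowest of a range over the alternatives that went up to 0.344. *Echs1* (ENSMUSG00000025465.13, minus strand of chromosome 7 from 140105710 to 140116476) had log2 fold changes of −0.14 without lipid (adjusted p = 0.130, lower in 4 of 4 letters) and −0.05 with lipid (adjusted p = 0.641, lower in 3), each with a standard error of 0.052. Its level was 81.6 ± 11.7 CPM (SD, n = 4) in untreated and 74.2 ± 11.5 CPM (SD, n = 4) in itaconate-treated hepatocytes, spreads that include the differences between letters. *Hadha* (ENSMUSG00000025745.12, minus strand of chromosome 5 from 30118304 to 30155162) fell by 0.06 on the log2 scale in both comparisons (standard error 0.046, adjusted p = 0.495 and 0.505 in the same test). *Acsl5* (ENSMUSG00000024981.6, plus strand of chromosome 19 from 55251938 to 55297720) fell by 0.13 without lipid and by 0.14 with lipid (standard error 0.055, adjusted p = 0.183 and 0.212), lower in 4 of 4 letters each time.
Both genes of lowest expression named here gave less precise values. *Aldh1b1* (ENSMUSG00000035561.5, plus strand of chromosome 4 from 45799022 to 45804604), with a mean of 2.66 CPM, had a log2 fold change of −0.34 with lipid (standard error 0.18, adjusted p = 0.349, lower in 3 of 4 letters). Without lipid it was −0.10 (standard error 0.20, adjusted p = 0.809), and 0.075 when untreated replicate A was left out. *Adh7* (ENSMUSG00000055301.8, plus strand of chromosome 3 from 138217760 to 138233382) had a mean of 0.756 CPM, under the filter, and was taken from the same model fitted without a filter. It was at 0.806 ± 0.204 CPM (SD, n = 4) in untreated and 0.597 ± 0.143 CPM (SD, n = 4) in itaconate-treated hepatocytes, a log2 fold change of −0.44 (standard error 0.34, adjusted p = 0.746 in edgeR) with a fall in all 4 letters, a change not detectable at this depth. GSEA of the 34 genes, run on DESeq2 median-ratio normalized counts after the effect of the replicate letter was removed, gave an enrichment score of −0.21 without lipid (two-sided exact p = 0.971 over the 70 reassignments of the labels) and −0.27 with lipid (exact p = 0.686, and 0.0857 without lipid + itaconate replicate B). The smallest p that these 70 reassignments allow is 0.0286, and they do not keep to the pairs of the replicate letters.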

Although the expression of 3 out of 35 genes (*Adh7*, *Echs1* and *Eci2*) in the fatty-acid reference pathway showed statistical differences between untreated and itaconate-treated hepatocytes and 4 genes (*Aldh1b1*, *Echs1*, *Eci2* and *Hadha*) were significantly changed between lipid and lipid + itaconate-treated hepatocytes, Gene Set Enrichment Analysis (GSEA) showed no significant difference in this pathway (Supplementary Fig. 8a). Moreover, despite previous reports implicating hepatic *Irg*1 induced by ischemia/reperfusion in the regulation of the Nrf2 antioxidant response^10^ and those suggesting itaconate as a key regulator of Nrf2 activity in macrophages^21^, we show that itaconate exposure of hepatocytes had only a minimal effect on Nrf2 target expression^22^. 

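All 13 Nrf2 target genes of Supplementary Fig. 8b passed the expression filter. Between untreated and itaconate-treated hepatocytes, *Gclc* alone had an unadjusted p under 0.05 in the edgeR quasi-likelihood test, and 0 genes had an adjusted p under 0.05, over all genes tested or adjusted over the list alone. The count at an unadjusted p under 0.05 was 0 without untreated replicate A, itaconate replicate C or itaconate replicate D. It was also 0 without the replicate letter in the model and with DESeq2, 4 with no filter and 6 when the model held only the 8 libraries of the comparison. The median log2 fold change of the 13 genes was −0.01, with 5 higher and 8 lower. Between lipid-treated and lipid + itaconate-treated hepatocytes, 5 of the 13 genes had an unadjusted p under 0.05 against 0.65 expected by chance, all of them higher with itaconate. This count was 2 without the replicate letter in the model, 2 with only the 8 libraries of the comparison, and 8 with no filter. The 8 included *Gstm3* and *Srxn1*, named after their values were seen, which had negative log2 fold changes in the model with the filter (−0.20 and −0.11). Adjusted over all genes tested 1 gene was left (*Gclc*), and adjusted over the list alone 4 were (*Gclc*, *Gclm*, *Idh1* and *Txnrd1*). The median log2 fold change with lipid was 0.09, with 11 genes higher and 2 lower. GSEA of the 13 genes gave an enrichment score of 0.35 without lipid (two-sided exact p = 0.6) and 0.51 with lipid (exact p = 0.286). Without untreated replicate B the first of these scores turned to −0.25 (exact p = 0.857). The lipid comparison passed 0.05 in limma's camera test with a preset inter-gene correlation of 0.01 (camera p = 0.0072) and in limma's fry test (0.00918), but not in camera with the correlation estimated from the data (0.0767).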

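*Gsta3* (ENSMUSG00000025934.15, plus strand of chromosome 1 from 21240589 to 21265661) was at 266 ± 15.9 CPM (SD, n = 4) in untreated hepatocytes, and its estimated change with itaconate was a rise of 10.4% (log2 fold change 0.14, standard error 0.076, adjusted p = 0.292 in edgeR's quasi-likelihood test), seen in all 4 replicate letters. With only the 8 libraries of the comparison in the model, its adjusted p was 0.0148, the lowest of a range over the alternatives that went up to 0.613. With lipid, *Gsta3* rose by 3.99% (log2 fold change 0.06, standard error 0.076, adjusted p = 0.749 in the same test) in 2 of 4 letters, and without lipid + itaconate replicate B the log2 fold change was −0.040. *Gclc* (ENSMUSG00000032350.9, plus strand of chromosome 9 from 77754535 to 77794485) rose by 16.1% without lipid (log2 fold change 0.21, standard error 0.090, adjusted p = 0.182 in edgeR). Over the alternatives that adjusted p ranged from 0.000669 with only the 8 libraries of the comparison to 0.448, and it was 0.000943 with no filter. With lipid it went from 570 ± 74.9 to 756 ± 39.0 CPM (SD, n = 4), a rise of 33.0% (log2 fold change 0.41, standard error 0.090, adjusted p = 0.0278 in edgeR). *Gclc* was higher with itaconate in all 4 letters of both comparisons. The difference between its changes with and without lipid, a log2 value of 0.20, had an adjusted p of 0.714 in the interaction test. Over the alternative settings the adjusted p of *Gclc* with lipid ranged from 1.41e-12 to 0.191. It was 0.191 without the replicate letter in the model and 0.0878 with only the libraries of the comparison. It was also over 0.05 when lipid replicate A (0.0514), C (0.0803) or D (0.0974) or lipid + itaconate replicate A (0.112) or B (0.0827) was left out. In the lipid comparison *Gclm*, *Idh1*, *Txnrd1* and *Gsta2* rose by 0.13 to 0.14 on the log2 scale, with adjusted p over all genes from 0.124 (*Idh1*) to 0.219 (*Gsta2*) in edgeR. Without lipid + itaconate replicate C, *Gclm* (0.0196) and *Txnrd1* (0.0299) had an adjusted p under 0.05, and over the alternatives the values ran from there to 0.538 and 0.453. *Nqo1* fell by 0.23 (standard error 0.10, adjusted p = 0.257 in edgeR). *Gsta2* and the *Gstm* genes have close paralogs among which shared reads were divided by estimate.

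**Figure D2:**
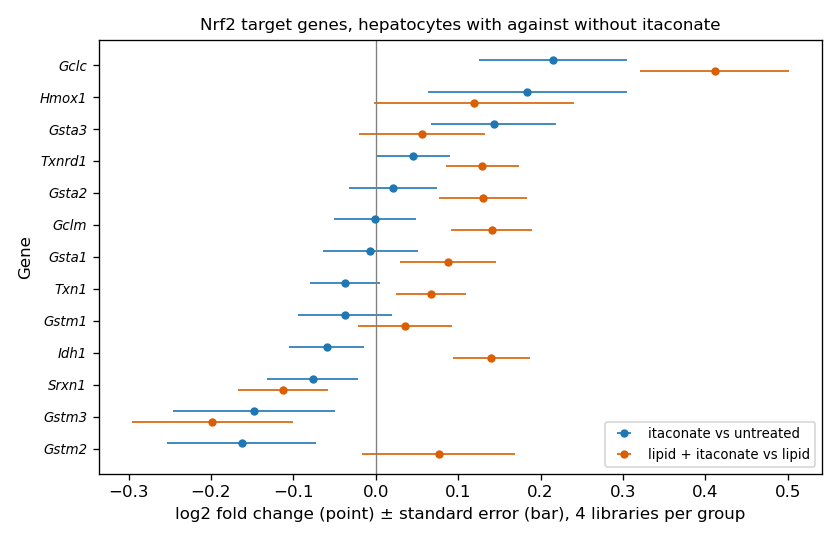
Log2 fold change (x axis) of each of the 13 Nrf2 target genes (y axis), with itaconate in the absence of lipid (blue) and in its presence (orange). Points are estimates from the model over 16 libraries and bars are their standard errors. The highest point is *Gclc* with lipid, at 0.41.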

Out of 13 target genes, just one (Gsta3) showed significance upon itaconate treatment, but with <30% change between treatment groups, whereas 12 other genes showed no significant differences attributable to itaconate (Supplementary Fig. 8b).

We next hypothesized that metabolic changes within itaconate-exposed hepatocytes might underlie enhancements in β-oxidation of lipid. As expected, itaconate treatment of hepatocytes resulted in increased levels of itaconyl-CoA (Fig. 8a). While lipid treatment increased all CoA species that we interrogated, we saw that itaconate had no effect on the levels of succinyl-CoA (Fig. 8b), malonyl CoA (Fig. 8c) or acetyl-CoA (Fig. 8d). Moreover, the addition of exogenous CoA (CoASH) had no effect on the BODIPY lipid staining in lipid + itaconate-treated hepatocytes (Fig. 8e). Taken together, these data argue against the CoA sink model in which itaconyl-CoA might regulate fatty acid metabolism and other CoA-dependent pathways by sequestering CoA^14^. We next interrogated whether itaconate could suppress mitochondrial substrate-level phosphorylation (mSLP) as proposed^23^. Indeed, itaconate-treated hepatocytes had significantly reduced ATP (Fig. 8f) and increased ADP (Fig. 8g) leading to significant shifts in their ADP:ATP ratios (Fig. 8h). This finding is consistent with the loss or consumption of ATP due to conversion of itaconate to itaconyl-CoA accompanied by increases in ADP. These data are also consistent with a model where reduced ATP levels due to a block in mSLP lead to compensatory increases in both β-oxidation and glycolysis, as we observed (Fig. 7), to facilitate the partial control of lipid levels and restore cellular ATP levels (schematized in Fig. 8i).

**Fig. 8:**
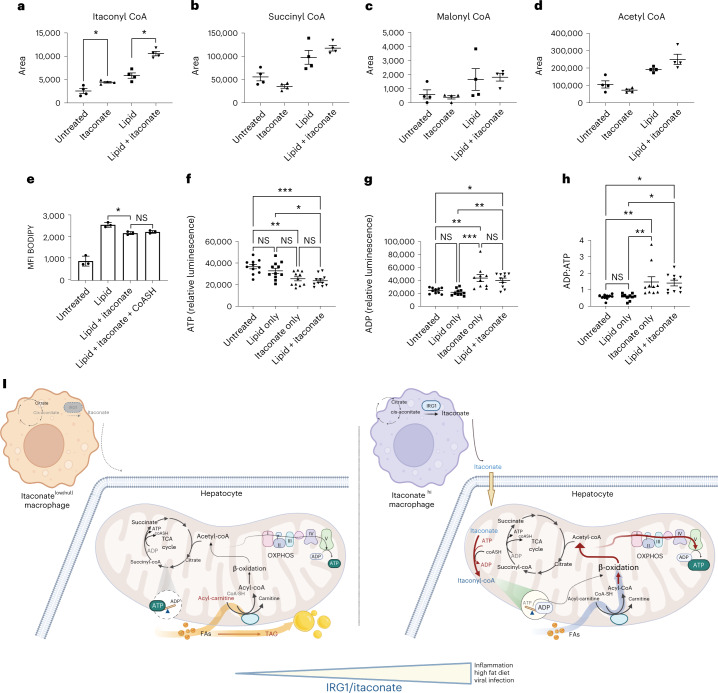
Itaconate suppression substrate-level phosphorylation could lead to compensatory β-oxidation. **a**–**d**, Hepatocytes were treated with 10 mM itaconate and/or 1:100 lipid. Levels of itaconyl-CoA (**a**) (*P = 0.049), succinyl-CoA (**b**), malonyl CoA (**c**) and acetyl-CoA (**d**) were measured by mass spectroscopy. The graphs depict triplicate wells from one experiment, representative of three experiments. **e**, BODIPY lipid staining in treated hepatocytes (*n* = 3). Some hepatocytes were treated in the presence of 0.5 mM CoASH (*P = 0.02; NS, not significant). **f**,**g**, Relative ATP (**f**) and ADP (**g**) levels were measured in treated hepatocytes (n = 11; *P = 0.011; **P = 0.003; ***P = 0.0003). **h**, ADP:ATP ratios in treated hepatocytes were calculated (*n* = 11; *P = 0.014; **P = 0.007). Data are presented as mean ± s.e.m. A two-sided ANOVA with multiple comparisons was used for statistical analyses. **i**, Schematic depicting net rebalancing of ADP:ATP levels in cells following metabolism of itaconate to itaconyl-CoA. Higher levels of itaconate result in a net loss of ATP due to itaconyl-CoA metabolism. Increases in ADP lead to a compensatory increase in β-oxidation, glycolysis and oxidative phosphorylation to restore cellular ATP levels that in turn reduces excess lipid levels. The image in **i** was created using BioRender.com under a full license to the National Cancer Institute (NCI). Source data

## Discussion

Altered metabolic pathways in the context of excess caloric intake can profoundly contribute to the development of fatty liver disease or hepatic steatosis, a chronic condition emerging as a major global health crisis^1,4^. The liver is the principal organ involved in the homeostasis of lipid metabolism, where tightly regulated biochemical pathways regulate the storage, biosynthesis, transport and elimination of fatty acids. Hepatic metabolism of fatty acids and triglycerides occurs primarily in hepatocytes^3^. Although the liver normally stores small amounts of triglycerides, in the context of excess caloric intake and disrupted lipid metabolism, triglycerides accumulate within hepatocytes, with severe impacts upon inflammation, cell death and fibrosis. Excess lipid accumulation can lead to altered lipid homeostasis that may manifest clinically as a spectrum of pathologies including obesity, type 2 diabetes and insulin resistance. Extensive steatosis may progress to liver failure, involving cirrhosis and hepatocellular carcinoma.

Mitochondrial β-oxidation represents a principal route for the processing of most fatty acids in hepatocytes^3^. Our study highlights an underappreciated role for metabolites such as itaconic acid to regulate fatty acid oxidation in hepatocytes. Itaconic acid, and *Irg1*, the gene responsible for itaconate synthesis, was discovered as a metabolite produced mainly by macrophages upon activation with a range of stimuli, including lipopolysaccharide, interferons and other Toll-like-receptor stimuli^5,8,12^. Itaconate is noteworthy because it has anti-inflammatory^21,24–26^ and potentially pro-tumorigenic^7,27^ properties and the understanding of its expression beyond myeloid immune cells has widened. In the liver, itaconate production by both hematopoietic cells and hepatocytes was responsible for protective responses following ischemia/reperfusion injury by stimulating the Nrf2-dependent protection of hepatocytes against oxidative stress^10^. Notably, we did not detect Nrf2 activation in hepatocytes treated with itaconate, a discrepancy possibly attributable to opposing effects on electrophilic stress and immune modulation between unmodified itaconate used in our studies and itaconyl derivatives such as 4-OI^19^. However, 4-OI administration was associated with a level of itaconate in the liver that potently reversed the hyperlipidemia and adiposity in high-fat-diet-fed *Irg1*-deficient mice. The finding that 4-OI administration did not have an effect in wild-type mice we believe highlights a poorly recognized homeostatic role for endogenous itaconate levels in the liver during lipid-related pathology.

Our data contribute to the expanding literature of myeloid-centric expression of *Irg1* and itaconic acid during pathogenic processes. In the mouse model of NAFLD that we employed, *Irg1* expression was seemingly confined to the myeloid compartment of cells and indistinguishable lipid phenotypes were observed in mice bearing both global and myeloid cell-specific deletion of *Irg1*. Although it remains possible that untreated hepatocytes have a low basal level of itaconate, inferred from the appearance of itaconyl-CoA in untreated and lipid-treated hepatocytes, we did not detect any increase in *Irg1* expression or itaconate production from lipid- or even LPS-treated hepatocytes and further found that *Irg1* deficiency specifically in hepatocytes has no effect on WD-induced dyslipidemia. 

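In the RNA-seq data of hepatocytes treated overnight with lipid, *Irg1* (listed as *Acod1*, ENSMUSG00000022126.6, plus strand of chromosome 14 from 103046977 to 103056573) was close to the limit of what could be counted. Its mean over the 16 libraries was 0.590 CPM, under the filter of 1 CPM, so its test comes from the model without a filter. Untreated hepatocytes had 0.778 ± 0.501 CPM (SD, n = 4), from 8 to 42 counts per library, and lipid-treated hepatocytes had 0.453 ± 0.139 CPM (SD, n = 4), from 10 to 16 counts. The log2 fold change with lipid was −0.67 (standard error 0.38, adjusted p = 0.251 in edgeR's quasi-likelihood test), lower in 3 of 4 replicate letters. A rise with lipid was not detected at this depth. With itaconate, *Irg1* changed by −0.04 in the absence and by −0.17 in the presence of lipid (adjusted p = 1 and 0.999 in edgeR).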

Given the relative absence of *Irg1* expression and itaconate production by hepatocytes in the WD model we used, we believe that *Irg1* expression by hepatocytes following ischemia-reperfusion^10^ likely represents an important protective response that is specific to the injury achieved in that model. During the progression of fatty liver disease, resident KCs and local hematopoietic macrophages play critical roles in liver tissue remodeling and response to injury^28,29^. Hepatic macrophages can be activated by gut-derived endotoxins, fatty acids, cholesterol metabolites and molecules released from damaged hepatocytes whereby they can secrete proinflammatory cytokines, chemotactic factors and ROS; contribute to extracellular matrix degradation and tissue remodeling and promote angiogenesis. The frequency of activated macrophages is a predictive factor in the progression of human NAFLD^30^. Although activated macrophages also accumulate in adipose tissue and further fuel insulin resistance and hepatic lipid accumulation during NAFLD^31,32^, we found that Irg1 and itaconate expression was essentially confined to the macrophages of the liver, consistent with their unique roles in integrating signals from the gut/diet and as drivers of the progression of NAFLD to fibrosis and advanced steatohepatitis^31^. Although itaconate exerts protective effects against oxidative stress in hepatocytes, we believe that this is unlikely to be the case within the context of hepatic macrophages, as we and others showed that itaconic acid promotes lipid β-oxidation as a fuel source for oxidative phosphorylation that generates mitochondrial ROS contributable to oxidative stress in macrophage lineage cells^6,7^. Itaconate-deficient macrophages have defective oxidative phosphorylation and we cannot rule out contributions of hepatic macrophages to the lipid phenotype evident in *Irg1*^−/−^ mice. We believe it likely, however, that any such effects by macrophages are likely to be dwarfed by the direct influence of itaconate upon lipid metabolism by hepatocytes, due to their proficiency in lipid processing.

Of particular importance is the upregulated expression of *Irg1* and itaconate in human NASH. Moreover, we show that human hepatocytes exposed to itaconate show reductions in BODIPY lipid staining both in the presence and absence of exogenously added lipid. Taken together, we demonstrate the plausible role for itaconate in the regulation of lipid metabolism in livers of patients with NASH.

A role for Irg1 in metabolic disease was reported recently^33^. In that study, *Irg1* expression by adipocytes regulated inflammation and glucose homeostasis, although in that report hepatic expression of Irg1 was not investigated. As the central organ for the metabolism of fatty acids, our findings of *Irg1* expression in the liver in both a mouse model of NAFLD and human NASH cases, and the subsequent impacts upon hepatocyte metabolism, expand considerably our knowledge of the role by itaconate in lipid metabolism. Moreover, our data showing reduced lipid accumulation by the itaconate derivative, 4-OI, provides evidence of the therapeutic potential for targeting metabolites, including itaconate, for treating metabolic disease.

Given the excessive adiposity upon *Irg*1 deficiency, we propose a feedback system in which Irg1 expression by hepatic macrophages emerges as an important mechanism underlying the liver’s ability to metabolize lipid. Lipid homeostasis in KCs isolated from high-fat-diet-fed mice is already profoundly dysregulated, with prevailing bioactive and toxic lipid metabolites^34^. Our study supports the premise that *Irg1* expression is induced in NAFLD as an injury-response mechanism to metabolize excess lipid, although the potential for antimicrobial responses due to gut leakiness remains another possibility. In the absence of myeloid *Irg1* expression, liver lipid metabolism is impaired and potentially overwhelmed, resulting in exacerbated hyperlipidemia in association with the dramatic accumulation of carnitine species of fatty acids. The conjugation of carnitine to long-chain fatty acids is a prerequisite for their subsequent transfer into the mitochondria for β-oxidation^35^. As the liver becomes less able to process and oxidize lipid, the accumulating lipid becomes associated with increases in adiposity and a dramatic loss of macrophages in both adipose tissue and liver, presumably due to lipid-associated toxicity. During NAFLD, adipose tissue becomes dysfunctional, characterized by low-grade inflammation and the appearance of crown-like structures consisting of F4/80^+^ macrophages surrounding dying adipocytes^36,37^. In the liver, a similar structure has been described, consisting of F4/80^+^ macrophages forming a ring-like structure, generally surrounding dead or dying hepatocytes, a common feature of NASH^18^.

We hypothesize that the increased Irg1 expression and itaconate production during NASH serves as an important mechanism whereby excess lipid is metabolized by the liver; although *Irg1* expression is helpful, it is clearly not sufficient to prevent all aspects of the disorder. As modeled by *Irg1* deficiency under WD, exacerbated lipid accumulation results from the absence of this moderating metabolic pathway; however, there exists an apparent dichotomy in *Irg1* expression in the liver during the WD model. Azzimato et al. reported recently that *Irg1* expression was reduced in 9-week WD-fed mice and suggested that this loss facilitated disease^38^. Our data do not reveal a substantial drop in *Irg1* early in disease, but rather show increased expression of the enzyme later in WD feeding. These findings can be reconciled by a model where constitutively *Irg1*^*+*^ KCs are lost early in WD feeding followed by subsequent upregulation of Irg1 expression in F4/80^+^ macrophages as the resident macrophages undergoing cell death are replaced by newly recruited inflammatory macrophages^28,39^. Indeed, the single-cell transcriptomic analysis of NAFLD developed by Guilliams et al. similarly revealed *Irg1* expression was notably upregulated in response to 12–36 weeks of WD feeding in the CLEC4f^−^ macrophages recruited from the circulation but not in resident KCs^17^ (Fig. 2a). In that study, WD feeding elicited the loss of KCs due to apoptosis concomitant with the dramatic appearance of *Irg1*^+^ macrophages from the circulation. Although recruited macrophages undergo reprogramming in the liver environment and eventually take up characteristics of resident KCs^39^, *Irg1*^+^ KCs remain undetectable even as late as 36 weeks of WD feeding, indicating that hepatic *Irg1* expression in our study is predominantly from macrophages of circulatory origin. Neutrophils also accumulate during NASH and contribute to hepatocyte injury^40^ and we cannot rule out contributions of *Irg1*^+^ neutrophils toward lipid metabolism in the liver; however, *Irg1* expression by neutrophils is independent of WD feeding, neutrophil cell numbers across all cellular zones of the liver are dwarfed by those of monocytes and macrophages in the steatotic liver^17^ and we show that itaconate expression is confined to F4/80-sorted macrophages. Irg1 was coexpressed with IFNAR^17,28^. We found that *Irg1* upregulation in the liver is dependent on IFNAR expression but independent of Stat1 expression suggesting that non-canonical type I interferon signaling or potentially Stat2 homodimers may be important to the upregulated *Irg1* expression in the liver following WD^18^.

We show that itaconate, at physiologically relevant concentrations, significantly reduces lipid accumulation in primary hepatocytes and that this is accompanied by an increase in oxidative phosphorylation. The itaconate-mediated increases in OXPHOS were abrogated in the presence of etomoxir, supporting the premise that β-oxidation of lipids drives the increase in hepatocyte OXPHOS. Itaconate has been shown to inhibit aerobic glycolysis^12,41–43^; however, this was described in actively dividing cells and not for relatively quiescent cells such as cultured hepatocytes^44^, where we also did not observe accumulations or alterations in levels of succinate or other glycolytic intermediates due to itaconate treatment. Although succinate was shown to accumulate in itaconate-exposed Huh7 cells^14^, we detected no change in succinate levels in primary hepatocytes that could account for the ability of itaconate to reduce lipid accumulation. Shifts away from glycolysis and toward OXPHOS could possibly explain the increases in OXPHOS that we observed; however, we found no such evidence; in fact, itaconate treatment caused an increase in the overall metabolic activity of hepatocytes by increasing OXPHOS as well as glycolysis in a lipid-dependent manner. Although multiple reports have shown itaconate to be capable of eliciting substantial changes in transcription^21,24^, despite substantial metabolic alterations during itaconate exposure, we found no evidence of significant transcriptional alterations in fatty-acid oxidation or oxidative phosphorylation KEGG pathways in hepatocytes. Thus, we believe regulation of lipid oxidation by itaconate is due to metabolic, rather than transcriptional, effects.

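A list of 128 oxidative phosphorylation genes was drawn up from gene symbols, since the KEGG list itself was not at hand. It held subunits of the respiratory complexes, ATP synthase and vacuolar ATPase, and other genes such as *Cox10*, *Cox15* and *Ppa1*. Of the 128 genes, 114 passed the filter. Between untreated and itaconate-treated hepatocytes, 16 of the 114 genes had an unadjusted p under 0.05 in edgeR's quasi-likelihood test against 5.7 expected by chance, 9 of them higher and 7 lower with itaconate. Over all genes tested, 4 had an adjusted p under 0.05: *mt-Atp8* (log2 fold change 0.32), *mt-Cytb* (0.28), *Ndufa4l2* (−0.42) and *Tcirg1* (−0.37). Adjusted over the list alone, 1 was left (*Ndufa4l2*). These 4 genes were named after their values were seen. The log2 fold changes of the list ran from −0.86 (*Atp6v0e2*) to 0.63 (*mt-Co3*), both among the 16 genes, with a median of 0.01. Between lipid-treated and lipid + itaconate-treated hepatocytes, 9 genes had an unadjusted p under 0.05 (7 higher and 2 lower) and 0 an adjusted p under 0.05, with a median of 0.03. The 9 included *mt-Atp8*, *mt-Cytb*, *mt-Nd1*, *mt-Nd2* and *mt-Nd6*, and the 16 without lipid included *mt-Atp8*, *mt-Co3*, *mt-Cytb* and *mt-Nd2*. These genes all lie on the mitochondrial genome, whose share of counts varied between libraries, so their changes need not be independent. GSEA gave an enrichment score of 0.19 without lipid (two-sided exact p = 0.886) and 0.30 with lipid (exact p = 0.457). The first score was negative without untreated replicate D (−0.13) or itaconate replicate D (−0.11). With lipid, camera with the preset correlation passed 0.05 (camera p = 0.0484), while fry (0.406) and camera with an estimated correlation (0.571) did not.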

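Beyond these pathways, 573 of the 11675 genes tested (4.91%) had an adjusted p under 0.05 between untreated and itaconate-treated hepatocytes in the edgeR quasi-likelihood test, 229 higher and 344 lower with itaconate. Their median absolute log2 fold change was 0.29, and 82 of them changed at least 1.5-fold (7 higher, 75 lower). The count depended on the model. Its lowest value over the alternatives was 23, without the replicate letter, and its highest was 1859 (946 higher, 913 lower), with only the 8 libraries of the comparison. Leaving out 1 library at a time gave from 149 genes (without itaconate replicate C) to 394 (without itaconate replicate A). Between lipid-treated and lipid + itaconate-treated hepatocytes, 301 genes (2.58%) changed, 154 higher and 147 lower. Of these, 54 changed at least 1.5-fold (16 higher, 38 lower). The count of 301 was 9 without the replicate letter, 14 with only the 8 libraries of the comparison, 509 with DESeq2 and 725 with no filter. With 1 library left out it ran from 59 (without lipid + itaconate replicate A) to 891 (without lipid + itaconate replicate C). The lipid mixture by itself changed 5546 genes (47.5%), 1142 of them at least 1.5-fold. Both itaconate comparisons shared 90 genes, all changed in the same direction, where 14.8 would be expected by chance. With itaconate alone the largest rise among genes with a mean of at least 5 CPM was in *Mmp12* (log2 fold change 0.90, adjusted p = 0.00271 in edgeR, from 9.23e-10 to 0.149 over the alternatives, the highest without the replicate letter), and the largest falls were in *Ifit3b* (−1.56), *Ifit3* (−1.38) and *Ifit1* (−1.26), of which *Ifit3* and *Ifit3b* are paralogs that share reads. From the absence of significant change in the fatty acid oxidation and oxidative phosphorylation pathways, beside substantial metabolic alterations, the paper proposes that itaconate acts on lipid oxidation through metabolic rather than transcriptional effects.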

We demonstrate the ability of itaconate to promote fatty-acid oxidation in hepatocytes. Mechanistically our data support the purported role of itaconate in suppressing mitochondrial substrate-level phosphorylation (mSLP)^23^. We and others, find that cellular itaconate is effectively activated to itaconyl-CoA, presumably via succinyl-CoA ligase. Within the TCA, this enzyme produces ATP while converting succinyl-CoA to succinate and free CoA. Itaconate subjugates this enzyme for the reverse reaction and in the process consumes ATP and CoA, yielding ADP and itaconyl-CoA. Our supplementation of CoA showed little effect on lipids, ruling out itaconate as a CoA sink^14^. Rather, we find that addition of itaconate increases ADP in hepatocytes in conjunction with the appearance of itaconyl-CoA. Thus, we propose a model where a reduction of ATP levels, driven by a loss of mSLP and subsequent consumption of ATP during activation of itaconate, leads to a compensatory increase in β-oxidation and glycolysis. This fatty-acid-dependent β-oxidation, our data suggest, facilitates the partial control of lipid levels in the hepatocytes of mice fed a high-fat diet and blunts metabolic disorder.

Although our study identifies an important mechanism whereby itaconate promotes lipid oxidation by hepatocytes, it is important to consider the potential for itaconate-mediated regulation of other resident liver cells. For example, hepatic stellate cells (HSCs) play important roles in liver fibrosis and store, and are potential sources of, bioactive lipids^45^. Although we have not directly assessed the role of HSCs here, it is possible that itaconate regulates lipid oxidation in HSCs in addition to hepatocytes and that this subset substantially contributes to increased consumption of lipid induced by itaconate. Additional HSC-targeted studies would be needed to fully determine whether itaconate regulates HSC function/fibrosis and whether HSC involvement contributes to itaconate-driven lipid metabolism in the liver.

In summary, we identify an important connection between immunometabolism and lipid metabolism in the liver. Itaconate production in human NASH and mouse models of fatty liver disease highlights the necessity of further investigation of mechanisms whereby this key immunometabolite regulates lipid oxidation by hepatocytes and potentially other cells. These findings suggest that interventions to alter itaconate levels may hold therapeutic potential to regulate metabolic disease and dyslipidemia.

## Methods

### Mice

Wild-type C57BL/6J mice were obtained from The Jackson Laboratory and bred at the NCI Frederick Cancer Research and Development Center. *Irg1*^−/−^ mice were obtained from M. Diamond (Washington University School of Medicine) and backcrossed ten generations onto C57BL/6J background. *LysM*^Cre^ or *Alb*^Cre^ mice on a C57BL/6J background at NCI Frederick breeding core were crossed with *Irg1*^fl/fl^ mice (generously provided by M. Diamond) to generate *LysM*^Cre^ × *Irg1*^fl/fl^ and *Alb*^Cre^ × *Irg1*^fl/fl^ mice, respectively. The C57BL/6J background of all mice was confirmed by DartMouse (DartMouse Laboratory; under National Institutes of Health (NIH) grants 1S10OD021667-01 and 5P30CA023108). Male mice were used at 8–12 weeks of age in accordance with an approved NCI Frederick Animal Care and Use Committee protocol. Male mice were used because female rodents are relatively resistant to hyperphagia and weight gain in response to a high-fat diet, and to normalize for sex-specific differences in insulin responses for glucose homeostasis. Mice were housed on a 12-h dark–light cycle at 68–79 °F and 30–70% humidity. The mouse model of NAFLD was induced by feeding mice ad libitum with RD western diet (Research Diets) supplemented with 10% sucrose in drinking water for 12 weeks as described^15,16,46,47^. Some mice were treated three times per week intraperitoneally (i.p.) with 50 mg kg^−1^ 4-OI (Cayman Chemical) in 40% cyclodextrin/PBS (or 40% cyclodextrin/PBS as vehicle control) as described^19,41^ for 12 weeks.

### Human tissue and cells

Frozen liver tissue from 16 de-identified patients with NASH and 10 non-NASH controls were provided through the Clinical Biospecimen Repository and Processing Core of the Pittsburgh Liver Research Center. The non-NASH controls had diagnoses of hemangioma, focal nodular hyperplasia, hepatic adenoma, hepatocellular carcinoma and benign liver mass. Samples were homogenized in lysis buffer or 80% methanol and processed as described below for qPCR and metabolomics, respectively. The hepatocyte cell line of human origin (HepG2) was from the American Type Culture Collection (cat. no. HB-8065).

### Histological analysis/quantitation

Liver tissue sections were fixed in 4% buffered formalin and embedded in paraffin or snap frozen in OCT compound. Fixed, paraffin-embedded tissue sections were incubated with antibody to F4/80 (1:100 dilution; clone BM8, eBioscience), followed by horseradish peroxidase- or alkaline phosphatase-conjugated secondary antibodies (1:100 dilution; rabbit anti rat IgG; Vector Labs). Frozen tissues were stained in ORO (Sigma-Aldrich). At least five non-overlapping fields per sample were imaged using Aperio eSlide Manager and ImageScope software (Leica Biosystems) and quantitation was performed using ImageJ software using thresholding of object sizes to eliminate debris. Average ORO droplet size was calculated by dividing the sum of stained area by the total number of droplets in the same field.

### Isolation of F4/80^+^ macrophages

Liver tissues were homogenized in 200 U mg^−1^ type 1 collagenase (Worthington Biochemical), 1 mg ml^−1^ dispase 2 (Sigma) and 0.5 mg ml^−1^ DNase 1 (Sigma) using a GentleMacs Tissue Dissociator (Miltenyi Biotec). The single-cell suspension was filtered through a 70-μM filter. The washed cells were incubated with biotinylated anti-F4/80 antibody (1:25 dilution; clone BM8; BioLegend) followed by magnetically coupled streptavidin microbeads (Miltenyi Biotec). F4/80^+^ cells were positively selected by magnetic separation (Miltenyi Biotec) to >97% purity. The flow-through fraction containing the non-macrophages was saved for analysis.

### Quantitative PCR

Total RNA was isolated using High Pure RNA Isolation kits (Roche Diagnostics). RNA was reverse transcribed using the High Capacity cDNA Archive kit (Applied Biosystems). Murine and human *Irg1* (Mm01224532_m1 and Hs00985781_m1, respectively) and *IL6* (Hs00985639_m1) expression was examined using validated gene expression assays (Applied Biosystems). Briefly, 10 ng cDNA was put in a final volume of 20 µl containing 10 µl Taqman Universal PCR mix and 1 µl primer/probe gene expression assay. All samples were run on an ABI 7300 real-time PCR system and analyzed using the ΔΔCT method^48^. Gene expression was normalized to the level of the housekeeping gene *HPRT* (Mm01545399_m1) or *GAPDH* (Hs02758991_g1).

### Metabolomics

For detection of itaconate and TCA intermediates, cell pellets (~1 × 10^6^ cells) were washed, resuspended in 80% methanol and stored overnight at −80 °C. Liver tissues were weighed and homogenized in a GentleMacs Dissociator (Miltenyi Biotec) with 80% methanol/0.1 M formic acid. The molar concentration of itaconate in the liver was approximated as described^49^. Serum was spun using serum separator tubes. For medium and serum samples, 50 μl was mixed with 100% methanol/0.1 M formic acid. For each, phase separation was achieved by centrifugation at 4 °C. The methanol:water phase containing polar metabolites was dried using a vacuum concentrator. Targeted measurements on the resuspended metabolite samples were performed through electrospray ionization mass spectrometry (ESI-LC–MS/MS) analysis as described^50^. A standard curve of itaconic acid (Millipore Sigma) was used for quantitation.

For broad metabolomics analysis, cells were washed with cold 150 mM ammonium acetate and resuspended in cold 80% methanol/0.1 M formic acid. Phase separation and lyophilization of samples was performed as described above. Lyophilized samples were reconstituted in 50% acetonitrile and analyzed in an Agilent 1290 Infinity II ultra-high performance liquid chromatography (UHPLC) system coupled with an Agilent 6546 quadrupole time-of-flight (Q-TOF) mass spectrometer. Acquired data were analyzed using Agilent MassHunter Profinder 8.0, which performed data processing of >500 target metabolites derived from an in-house accurate mass retention time metabolite standard library^51^.

For ^13^C-tracing studies, cells were incubated in DMEM supplemented with 10% dialyzed FBS, 2 mM l-glutamine and BSA-conjugated palmitate U-^13^C16 (Cambridge Isotope Laboratories) at a final concentration of 200 μM for 4 h^52^. Cells were processed as described above. Isotopolog analysis of acquired negative MS data was performed with MassHunter Profinder v.8.0, which performed simultaneous data processing and quantitation of ^13^C incorporation in a list of target metabolites derived from an in-house accurate mass retention time metabolite standard library. Extracted isotopolog abundancies were corrected for their natural isotope abundance. M + 0 to M + *n* indicate the different mass isotopologs for a given metabolite with *n* carbons, where mass increases due to ^13^C-labeling.

### Lipidomics

Cell pellets (~1 × 10^6^ cells) were resuspended in methanol, extracted with chloroform and centrifuged for 5 min at 4 °C. Dried lipid extracts were reconstituted with 50 μl methanol/chloroform (9:1 v/v). Analysis was carried out on an Agilent 1290 Infinity II UHPLC system coupled with an Agilent 6546 quadrupole time-of-flight (Q-TOF) mass spectrometer. Final curation of annotated lipids was performed with Agilent MassHunter Profinder (v.10.0.2) as described^53^. Agilent MassHunter Mass Profiler (Professional v.15.1) was used for statistical analysis.

### Acyl-CoA analysis

Acyl-CoAs were extracted by resuspension of the cell pellets in 10% trichloroacetic acid, sonication, centrifugation at 17,000*g* 10 min 4 °C and extraction of the supernatant by 80% methanol (final concentration) containing 25 mM ammonium acetate. Supernatant from further centrifugation at 17,000*g* 10 min 4 °C was dried using a vacuum concentrator and then resuspended in 50 µl water. Liquid chromatography–high-resolution mass spectrometry analysis was conducted as previously described^54^ on a Q Exactive Plus operating in positive-ion mode coupled to a Vanquish Duo LC. Analysts were blinded to sample identity.

### Biochemical analyses on serum and tissue samples

Blood was collected at the indicated times and placed into serum separator tubes that were spun 12,000*g* for 5 min and stored frozen until use. Serum insulin levels were determined using a commercial ELISA (Cayman Chemical). Free fatty acids were determined using an enzyme-based assay kit (Abcam). A triglyceride colorimetric assay kit (Cayman Chemical) was used to determine triglycerides in serum samples or homogenized tissues. The EnzyLight ADP/ATP ratio assay kit and QuantiChrom fatty acid uptake assay kit were from BioAssay Systems.

For glucose tolerance testing, mice were fasted for 16 h. Blood glucose levels were tested using a commercially available blood glucose meter and test strips (CVS Health). Baseline glucose levels were read and then mice were challenged i.p. with 2 g kg^−1^ sterile glucose in 100 μl saline. For insulin tolerance testing, 5 h fasted mice were injected i.p. with a single dose of insulin (0.5 U kg^−1^). Blood glucose was read every 15 min for 2 h.

### Preparation of hepatocytes

Hepatocytes were isolated from freshly isolated mouse livers (wild-type mice) as described^44^. Unless indicated otherwise, cultured hepatocytes were treated overnight in complete medium (DMEM supplemented with 5% FBS; 1× insulin-transferrin-selenium, Thermo Fisher Scientific) with sodium itaconate (10 mM unless otherwise noted) in the presence or absence of a dilution (1:10 unless otherwise noted) of sterile, chemically defined lipid mixture 1 (2 μg ml^−1^ arachidonic acid; 10 μg ml^−1^ each of linoleic, myristic, oleic, palmitic and stearic acids; and 0.22 mg ml^−1^ cholesterol; Sigma-Aldrich).

### Extracellular flux analysis

Isolated hepatocytes were seeded at 1.7 × 10^4^ cells per 96-well in complete medium and treated as described overnight. Plated cells were washed gently with PBS and incubated with Seahorse assay medium supplemented with 2 mM glutamine and 25 mM glucose for 1 h at 37 °C with no CO_2_. Extracellular flux analysis was performed at 37 °C with no CO_2_ using the XF-96 analyzer (Seahorse Bioscience) per the manufacturer’s instructions. Port additions and times were used as indicated in the figures.

### Flow cytometric analysis

Cells (1 × 10^6^) were incubated in cell staining buffer (0.1% BSA and 0.1% sodium azide) containing 250 µg ml^−1^ 2.4G2 ascites for 15 min. Cells were stained with either fluorescently conjugated antibodies to F4/80 (1:25 dilution; clone BM8) or Ly6 (1:100 dilution; clone 1A8) or the fluorescent probe BODIPY 493/503 (Thermo Fisher Scientific) for 20 min. After washing, the labeled cells were analyzed on an LSR II flow cytometer using FACS-DIVA software (Becton Dickinson) and FlowJo software (v.10).

### Bulk RNA sequencing

Total RNA was isolated from treated hepatocytes using a PureLink RNA Mini kit with on-column DNase digestion (Invitrogen). All samples met quality control of RNA integrity number > 8.0 using a Bioanalyzer. Then, 500 ng total RNA was used via the stranded mRNA ligation kit (Illumina) as the input to an mRNA capture, cDNA synthesis and standard Illumina library prep before sequencing on the NextSeq 2000 instrument (Illumina). HiSeq Real Time Analysis software (RTA v.3.9.25) was used for processing raw data files. Illumina Bcl2fastq v.2.20 was used to demultiplex and convert binary base calls and qualities to fastq format. Trimmed sequencing reads (Cutadapt v.1.18) were mapped to mouse reference genome mm10 and annotated using GENCODE STAR aligner (v.2.7.0f) with two-pass alignment. Mapping statistics were calculated using Picard v.2.18.26. RSEM (v.1.3.1) was used for gene and transcript quantification based on GENCODE annotation files.

For RNA-seq data processing, raw counts were uploaded to the Partek Flow platform and all analysis was carried out using default parameters. Counts were normalized and filtered to remove low expressed features (<1.0). Batch removal was carried out using a general linear model. Data were visualized using principal-component analysis and differential gene expression analysis was carried out using ANOVA testing comparing different treatment conditions. GSEA was performed as described^55^. Briefly, raw counts were normalized with the median ratio method from DESeq2. Batch effects were removed and visualized using principal-component analysis. 

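In a principal-component analysis of the 11675 genes over the 16 libraries, on log2 CPM, the 1st component held 38.6% of the variance and the 2nd 13.6% before the effect of the replicate letter was removed. The presence of lipid accounted for 96.1% of the spread along the 1st component, and the replicate letter for 92.4% of the spread along the 2nd. After the effect of the letter was removed with a linear model, these components held 50.6% and 10.7% of the variance. Lipid then accounted for 97.4% of the 1st and itaconate for 61.9% of the 2nd. Across all genes, treatment accounted for 48.5% of the variance, the replicate letter for 24.3% and the remainder for 27.3%.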

Normalized and batch-corrected counts were imported to the GSEA software v.4.2.3 (Broad Institute). Gene sets were obtained from MSigDB (Broad Institute) or generated de novo in a gene matrix transposed file format. Analysis was run using default parameters, with the exception of ‘Min size,’ which was reduced to 2.

### Statistical analysis

Statistical differences between groups and any areas under the curve were analyzed using GraphPad Prism software. Two-way ANOVA with multiple comparisons was used unless otherwise noted in the corresponding figure legend. For non-normally distributed data between two groups (human NASH study), a Mann–Whitney *U*-test was used. Multiple *t*-tests (one per row) were used for large datasets of lipidomics or metabolomics comparing two treatment groups. Significance is indicated by *P < 0.05; **P < 0.01; ***P < 0.001; and ****P < 0.0001 values.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Figs. 1–8 with figure legends.

Reporting summary

Supplementary Data Source Data for supplementary figures.

## Data Availability

Source data are provided with this paper. The original datasets used in the RNA-seq analysis can be accessed at the National Center for Biotechnology Information archived under Gene Expression Omnibus accession code GSE227900. Mass spectrometry metabolomics and lipidomics data for Figs. 1 and 7 and Supplementary Figs. 5 and 7 are provided in the Supplementary Information and accessible via FigShare (10.6084/m9.figshare.21183331). Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 6 Statistical source data.
Source Data Fig. 7 Statistical source data.
Source Data Fig. 8 Statistical source data.

# Supplementary material for: Itaconic acid underpins hepatocyte lipid metabolism in non-alcoholic fatty liver disease in male mice
**Source:** Nat Metab. 2023 Jun 12;5(6):981–95. doi: 10.1038/s42255-023-00801-2
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–8 with figure legends.

# Itaconic acid underpins hepatocyte lipid metabolism in non-alcoholic fatty liver disease in male mice

---

In the format provided by the  
authors and unedited

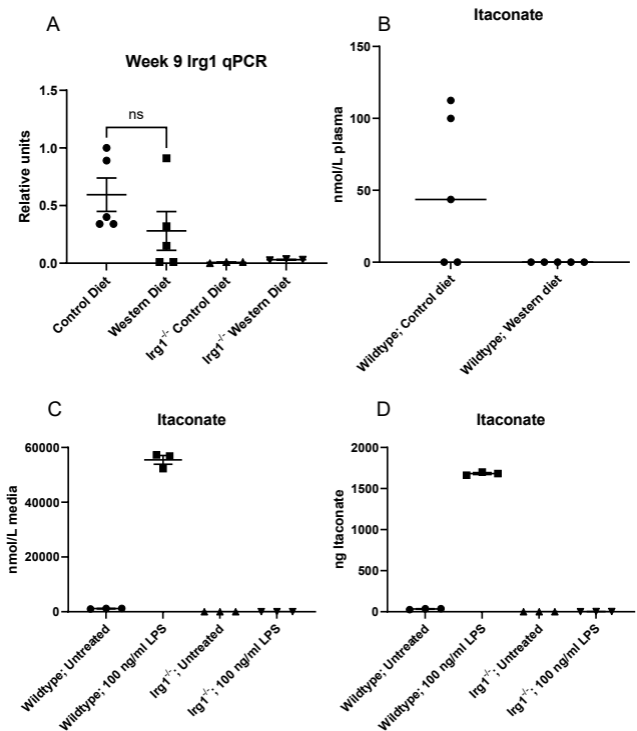

**Supplemental Figure 1. Irg1 expression and itaconate production in week 9 WD and LPS**

**treated hepatocytes.** (A) Whole liver lobes were harvested on week 9 following control or WD feeding of the indicated mice. Murine *Irg1* gene expression was quantified in each sample using qPCR (n=5 mice/group; ns= not significant by two-sided ANOVA). (B) Systemic levels of itaconate in the blood of control diet and WD fed mice (n=5; differences were not significant). (C) Extracellular and (D) intracellular itaconate production was quantified in  $2 \times 10^6$  plated wildtype BMM treated overnight with 100 ng/ml LPS (n=3). No itaconate was produced using BMM from *Irg1*<sup>-/-</sup> mice.

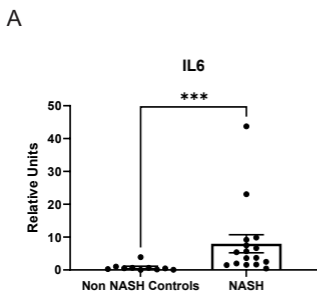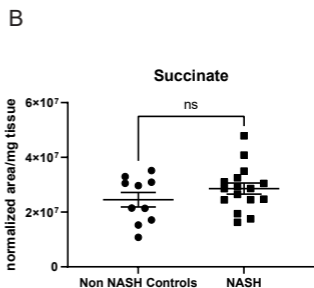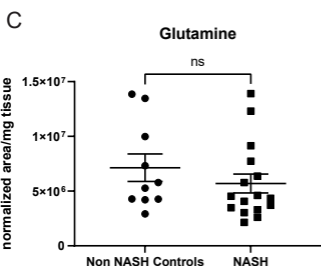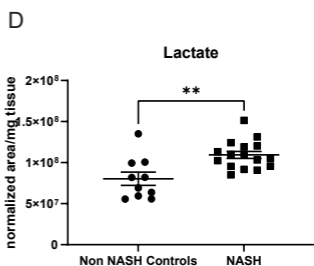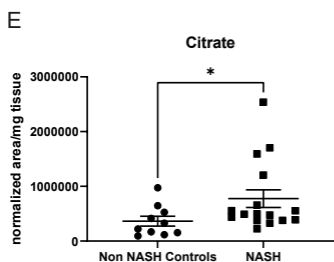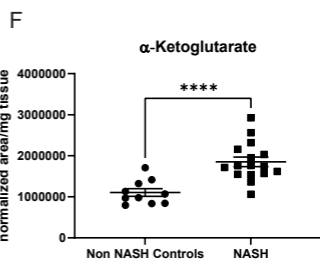

**Supplemental Figure 2. Cytokine/metabolite expression in human NASH.** (A) Human IL-6 gene expression was quantified in patient liver samples using qPCR (n=10 non-NASH controls and 16 NASH cases; \*\*\* p=0.0001). Results for *Irf1* are shown as the relative fold change over non-NASH controls. (B) Succinate, (C) Glutamine, (D) Lactate, (E) Citrate and (F)  $\alpha$ -Ketoglutarate expression in human non-alcoholic steatohepatitis (NASH) livers by mass spectrometry (\* p=0.027; \*\* p=0.003; \*\*\*\* p<0.0001). Results for human liver samples from 10 non-NASH controls and 16 NASH cases were normalized for mg liver tissue. A two-sided Mann-Whitney statistical comparison was performed between each group.

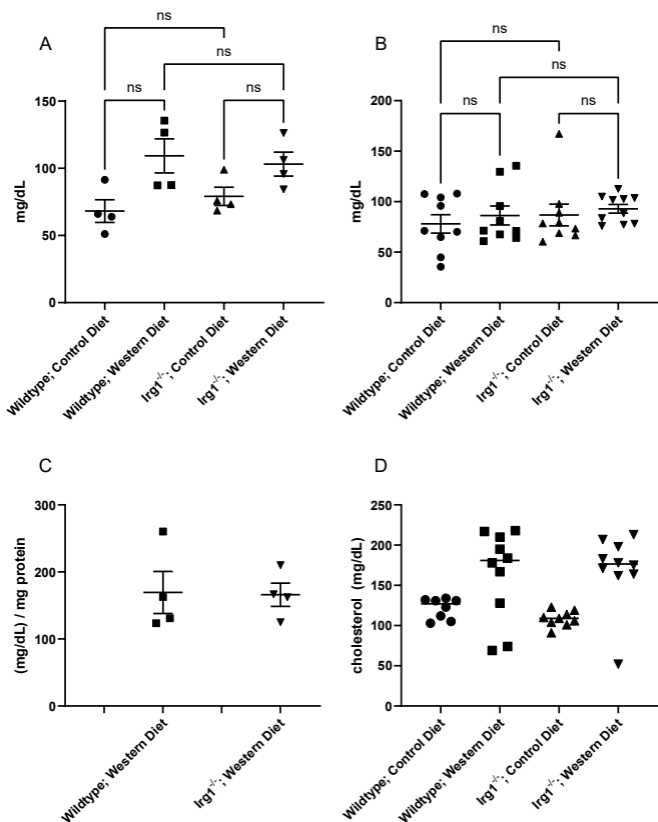

**Supplemental Figure 3. Serum and adipose triglycerides are unaltered in *Irg1*<sup>-/-</sup> mice on**

**Western diet.** Serum triglycerides were evaluated at (A) 6 weeks (n=4/group) and (B) 12 weeks of control or Western diet (n=8/group). (C) Triglycerides in adipose tissue were evaluated in Wildtype and *Irg1*<sup>-/-</sup> mice after 6 weeks of Western diet only (n=4 mice/group). (D) Serum cholesterol was evaluated from the indicated mice after 12 weeks of feeding (n=8 mice/group).

For all panels, no significance was observed between wildtype and *Irg1*<sup>-/-</sup> mice (two-sided ANOVA).

A

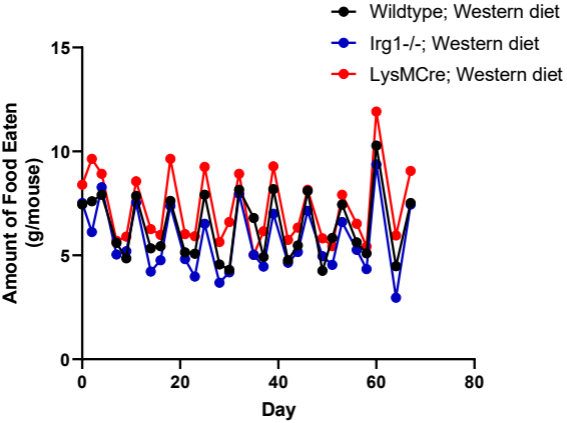

**Supplemental Figure 4. Equivalent food consumption between wildtype, Irg1<sup>-/-</sup> and Irg1<sup>fl/fl</sup> x LysM<sup>Cre</sup> mice.** The amount of food/cage normalized for the number of mice/cage was weighed 3x/weekly. All three mouse strains consumed an equivalent amount of food over 12 weeks of WD feeding. The valleys in the graph are due to weekends without food replenishment. The graph depicts results from one experiment (n=5 mice/group) and is representative of 3 experiments.

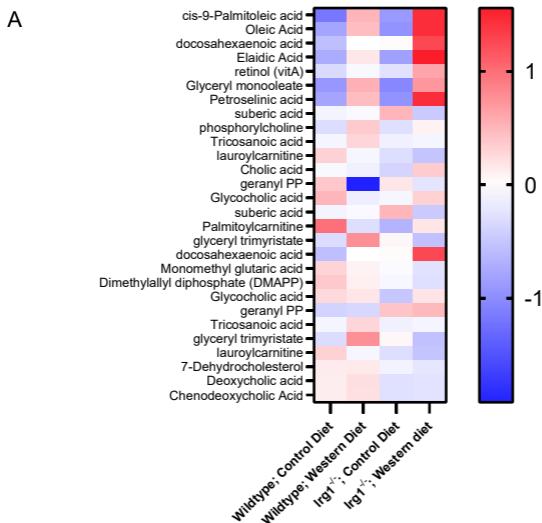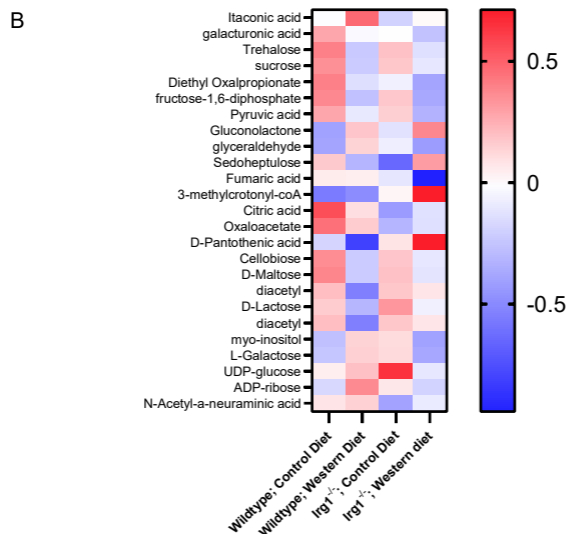

**Supplemental Figure 5. Broad metabolomics analysis of F4/80<sup>+</sup> macrophages from wildtype and Irg1<sup>-/-</sup> mice following control or Western diet feeding.** F4/80<sup>+</sup> macrophages were isolated from the livers of control or Western diet fed mice. Broad metabolomics was used to analyze (A) lipid metabolites and (B) energetic metabolites. For each metabolite, a ratio was computed by dividing the metabolite level by the relative mean for all 10 samples (5 wildtype and 5 Irg1<sup>-/-</sup>). The heat map depicts log<sub>2</sub> transformed ratios for metabolites.

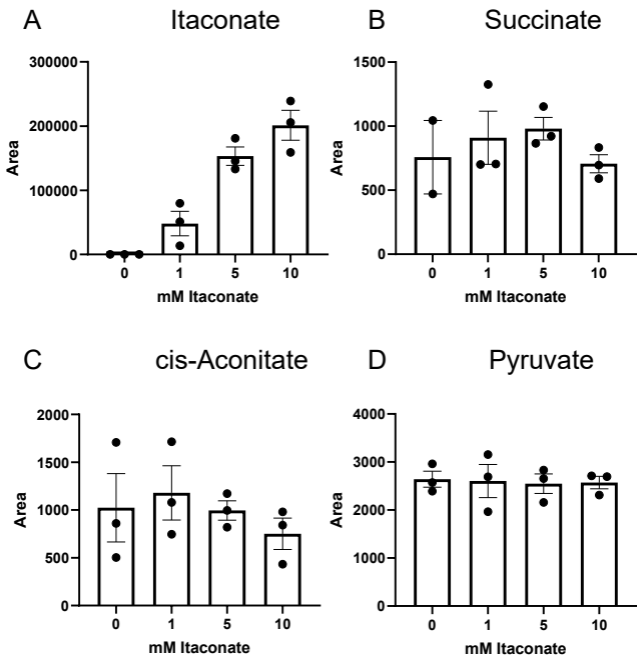

**Supplemental Figure 6. Dose dependent uptake of itaconate by hepatocytes.** Hepatocytes were treated with the indicated dose of itaconate overnight. Hepatocytes were analyzed for itaconate and TCA intermediates by mass spectrometry. (A) Dose-dependent uptake of itaconate by hepatocytes. Itaconate treatment had no effect on the accumulation of (B) succinate, (C) cis-aconitate or (D) pyruvate. The results from three hepatocyte cultures are shown; similar findings were observed in 3 separate experiments.

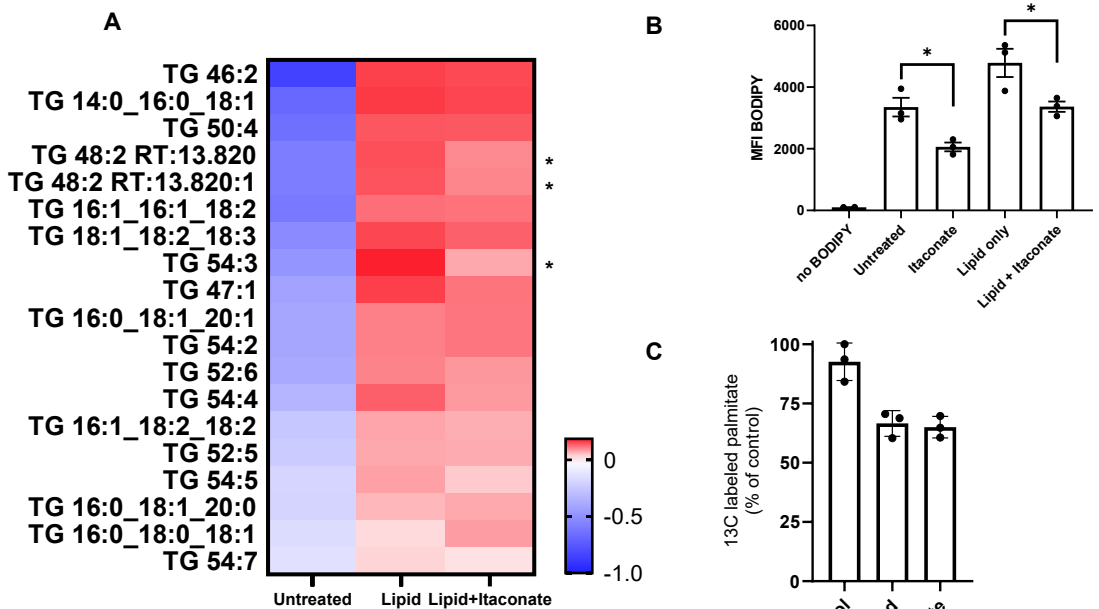

**Supplemental Figure 7. Lipidomics of itaconate-treated hepatocytes in the presence of lipid.**

(A) Hepatocytes were treated overnight with 10 mM itaconate in the presence of 1:10 dilution of lipid mixture. Targeted lipidomics showing triglycerides between lipid and lipid+itaconate treated hepatocytes. For each metabolite, a ratio was computed by dividing the metabolite level by the relative mean for all 9 samples (3 samples per treatment group). The heat map depicts  $\log_2$  transformed ratios for metabolites (\* $p=0.04$ ). (B) HepG2 cells were treated overnight with itaconate alone or in the presence of lipid. The graph shows BODIPY staining from one experiment of triplicate wells/treatment that is representative of 2 experiments (\* $p=0.026$ ). (C) Extracellular <sup>13</sup>C labeled palmitate in hepatocytes (n=3). Hepatocytes were cultured overnight in 1:10 lipid mix and the presence or absence of 10 mM itaconate. U-<sup>13</sup>C16 labeled palmitate was added for the final 4 hr of culture. Supernatants were extracted as described and the extracellular levels of labeled palmitate was measured by mass spectrometry. The level of palmitate in the media without any cells was set to 100% and the percentage of labeled palmitate in the cultures of treated hepatocytes shown as relative to this control. (D) Fatty acid uptake was measured in untreated and 10 mM itaconate treated hepatocytes as described in Methods (n=4/group).

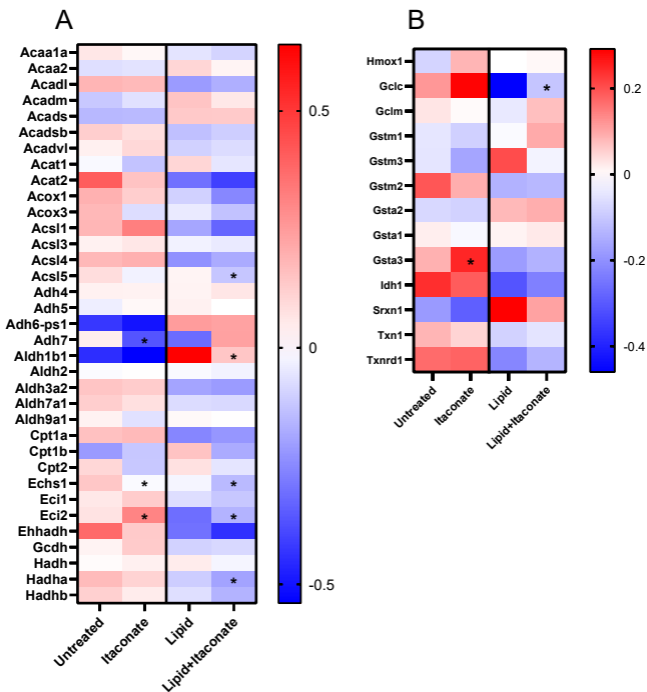

**Supplemental Figure 8. Transcriptomics of itaconate-treated hepatocytes.** Hepatocytes were treated overnight with 10 mM itaconate and/or 1:10 dilution of lipid mixture. Total RNA was isolated (n=4/group) and global gene expression was analyzed by bulk RNA seq. For each gene, a ratio was computed by dividing the gene expression level by the relative mean for all 16 samples (4 per treatment group). Heatmaps depict the log2 transformed ratios for (A) KEGG reference pathway genes for fatty acid metabolism and (B) Nrf2 gene targets. Two-way multiple t tests (one per row) were used to determine significance between two groups (untreated versus itaconate treated cells) and (lipid versus lipid+itaconate treated cells). Asterisks denote those genes significantly different between the corresponding treatment groups (\* p<0.05).

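Log2 ratios of the kind the legend describes were formed from the expected counts. The counts were first normalized by the median-ratio method, and the effect of the replicate letter was removed. Each library's value was divided by the mean of the 16 libraries, and the log2 ratios were averaged over the 4 libraries of a group. They were not compared with the plotted values. For *Eci2* the mean log2 ratios were 0.10 in untreated, 0.33 in itaconate-treated, −0.36 in lipid-treated and −0.17 in lipid + itaconate-treated hepatocytes. For *Gclc* they were 0.14, 0.36, −0.54 and −0.12 in the same order. In both genes the step between groups with and without lipid was larger than the step between groups with and without itaconate. The comparisons marked by asterisks set an itaconate group against the group that differs from it by itaconate alone.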

# Supplementary material for: Itaconic acid underpins hepatocyte lipid metabolism in non-alcoholic fatty liver disease in male mice
**Source:** Nat Metab. 2023 Jun 12;5(6):981–95. doi: 10.1038/s42255-023-00801-2
**Supplement:** Supplementary file 2 — Reporting summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | RTA version 3.9.25, Bcl2fastq version 2.20, Cutadapt version 1.18, STAR version 2.7.0f, Picard version 2.18.26, RSEM version 1.3.1, FACS-DIVA (Becton Dickinson), Aperio eSlideManager (Leica)              |
| Data analysis   | GraphPad Prism 9, GSEA version 4.2.3, R version 4.2.0, RStudio version 2022.07.1 build 554, Partek Flow build version 10.0.22.0828, FlowJo version 10, ImageScope version 12.4.6.7001, ImageJ version 1.53e |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The metabolomics and lipidomics data generated in this study are accessible via Figshare (<https://doi.org/10.6084/m9.figshare.21183331>). The RNA sequencing dataset generated during and/or analyzed during the current study are deposited and can be accessed under GEO accession code GSE227900.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | Sex was not considered in the study design. Frozen liver tissues from the Pittsburgh Liver Research Center contained samples from both male and female patients.                                                                                                                                                                                                                                                                                                                                                                                                   |
| Population characteristics  | Frozen liver tissue from deidentified 16 patients with non-alcoholic steatohepatitis (NASH) and 10 non-NASH controls were provided through the Clinical Biospecimen Repository and Processing Core of the Pittsburgh Liver Research Center. The non-NASH controls had diagnoses of hemangioma, focal nodular hyperplasia, hepatic adenoma, hepatocellular carcinoma and benign liver mass. No covariant relevant characteristics (age, past diagnosis, treatment categories, genotype) were known as all samples were coded with an anonymized participant number. |
| Recruitment                 | All human tissues were provided through the Clinical Biospecimen Repository and Processing Core of the Pittsburgh Liver Research Center. All frozen tissue was from deidentified patients.                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight            | The NIH/NCI Intramural Board has determined that our work falls under non-human subjects research (NHSR) and exempted from IRB review.                                                                                                                                                                                                                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Sample sizes were determined based on prior studies with similar experimental design and on the known variability of the assay, balancing statistic robustness with resource availability. The number of mice that were used for each experiment was determined to give reliable and robust conclusions. The number of mice per group for each experiment are indicated in figure legends, and depicted as individual dots in graphs. Animal experiments were repeated at least three times, and the results from all mice pooled. For quantitation of digital images, at least 5 non-overlapping fields/animal were captured, for a total of at least 25 images per treatment per experiment which ensured broad coverage of histologic samples. |
| Data exclusions | No data were excluded from the dataset                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | All experiments were reproducible. The biological replicates or independent experiments are presented in each figure legend. The mice used for experiments were from multiple litters.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | Mice were randomly allocated into experimental and control groups by animal technical staff. Randomization was not possible for in vitro experiments or the human liver cases, which were grouped according to clinical diagnosis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Investigators were blinded as to the experimental groups mice were allocated. Only animal technical staff who were performing the injections were aware of the allocation of mice to each group. Mouse tissue weights and blood/tissue chemistry results were provided by animal technical staff who were blind to the goals of the study. Investigators performing analysis of samples for mass spectrometry, RNA seq, and metabolomics were blinded to the allocation of mice. Investigators were not blinded for the in vitro experiments because the treatment groups were labeled, however all experiments were objective and conclusions based on multiple technical replicates and statistical significance.                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-F4/80 (clone BM8); BioLegend; Catalog # 123106; Lot# B317518; 1:100 dilution<br>Rabbit anti rat IgG, mouse adsorbed; Vector Labs; Catalog # BA-4001; Lot ZE0201; 1:100 dilution                |
| Validation      | This product lot has passed BioLegend's QC testing and is certified for use.<br>Product citation: <a href="https://pubmed.ncbi.nlm.nih.gov/31167148/">https://pubmed.ncbi.nlm.nih.gov/31167148/</a> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                            |
|----------------------------------------------------------------------|----------------------------------------------------------------------------|
| Cell line source(s)                                                  | The HepG2 liver hepatocellular carcinoma cell line was obtained from ATCC. |
| Authentication                                                       | The HepG2 cell line was not authenticated.                                 |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma contamination.               |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None used in this study                                                    |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male C57Bl/6J mice (8-12 weeks of age) were used in this study. Dark/light cycle is 12/12 (6a-6p). Temperature 68-79F and humidity 30-70%.             |
| Wild animals            | No wild animals were used in the study                                                                                                                 |
| Reporting on sex        | Male mice were used in this study to normalize for potential gender-related differences in animal activity, food intake, lipid storage and metabolism. |
| Field-collected samples | No field collected samples were used in the study                                                                                                      |
| Ethics oversight        | All mice were used in accordance with an approved NCI Frederick Animal Care and Use Committee protocol                                                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

## Plots

|                                                                                                                                                                                         |  |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|
| Confirm that:                                                                                                                                                                           |  |
| <input checked="" type="checkbox"/> The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).                                                                             |  |
| <input checked="" type="checkbox"/> The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers). |  |
| <input checked="" type="checkbox"/> All plots are contour plots with outliers or pseudocolor plots.                                                                                     |  |
| <input checked="" type="checkbox"/> A numerical value for number of cells or percentage (with statistics) is provided.                                                                  |  |

## Methodology

|                    |                                                                                                                                                                                                                                                                                       |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Liver tissues were homogenized in 200U/mg type 1 collagenase (Worthington Biochemical, Lakewood, NJ), 1mg/ml dispase 2 (Sigma) and 0.5 mg/ml DNase 1 (Sigma) using a GentleMacs tissue dissociator (Miltenyi Biotec). The single cell suspension was filtered through a 70 uM filter. |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                           | Hepatocytes were isolated from freshly isolated mouse livers as described by Charni-Natan and Goldstein (STAR protocols 1, 100086, 2020; <a href="https://doi.org/10.1016/j.xpro.2020.100086">https://doi.org/10.1016/j.xpro.2020.100086</a> ). Briefly, livers are perfused with warm saline followed by 25 ug/ml liberase. The digested livers are collected. Hepatocytes are released into suspension using sterile cell lifters and purified by differential centrifugation at 50 x g (2 min). |
| Instrument                | BD Biosciences LSR-II                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Software                  | BD FACS Diva Software for sample acquisition<br>FlowJo V10 software for sample analysis                                                                                                                                                                                                                                                                                                                                                                                                            |
| Cell population abundance | <p>Washed cells from livers were incubated with biotinylated anti-F4/80 antibody (clone BM8; BioLegend, San Diego, CA) followed by magnetically coupled streptavidin microbeads (Miltenyi Biotec). F4/80+ cells were positively selected by magnetic separation (Miltenyi Biotec) to &gt;97% purity.</p> <p>Hepatocytes from mouse livers were &gt;95% pure based on visual inspection, noting cell morphology and size. Cell viability as confirmed by trypan blue exclusion.</p>                 |
| Gating strategy           | Viable cells were analyzed by plotting FSC/SSC such that low FSC cells are excluded. Doublet exclusion was performed by plotting the forward scatter height and areas. The geometric means of BODIPY staining were analyzed on all gated cells.                                                                                                                                                                                                                                                    |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

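Bulk RNA-seq of primary mouse hepatocytes was analysed in 16 libraries, 4 each from untreated, itaconate-treated (10 mM), lipid-treated (a lipid mixture diluted 10-fold) and lipid + itaconate-treated cells. The values deposited by the authors are gene-level expected counts from RSEM, made from reads trimmed with Cutadapt and aligned to mm10 with STAR. They are on the scale of reads and carry no normalization. The authors' normalization, filter on features under 1.0, batch removal, differential testing and GSEA came after these values. These steps were taken anew from the counts, with the normalization and tests given below in place of the authors' own. All 55450 gene identifiers were found in GENCODE mouse release 21 (GRCm38), from which positions, gene types, lengths and GC content were taken. The median total of expected counts over the 16 libraries was 27719372, and 25152 genes had at least 1 count in a library. The share of counts from the mitochondrial genome was 3.78 ± 0.243% (SD, n = 4) in untreated, 4.16 ± 0.618% in itaconate-treated, 4.21 ± 0.566% in lipid-treated and 4.77 ± 0.932% in lipid + itaconate-treated hepatocytes. Duplicate libraries were looked for among 24 pairs, whose differences were 10.0 to 147 times those of counting noise (chi-square per gene), so none was a duplicate. The highest values were those of lipid + itaconate replicate B against A (128), C (147) and D (106), and every other pair was at 64.5 or less.

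Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a mean of at least 1 CPM over the 16 libraries were kept (11675 genes). After TMM normalization, edgeR's quasi-likelihood test was applied with treatment and replicate letter as terms in 1 model of all 16 libraries, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The comparisons were itaconate-treated against untreated, lipid + itaconate-treated against lipid-treated and lipid-treated against untreated hepatocytes, and the interaction between itaconate and lipid. For the gene lists of Supplementary Fig. 8, genes were counted at an unadjusted p under 0.05, the threshold of the figure. The test was edgeR's, where the figure used t tests. Genes were also counted after adjustment over the list alone and over all genes tested. Levels are given as CPM with the SD over the 4 libraries of a group, and log2 CPM used a prior count of 0.5. Genes under the filter that the paper names were taken from the same model without a filter. At these depths a gene near 1 CPM has few counts per library (10 to 41 for *Adh7*), so that its changes are estimated with standard errors several times those of abundant genes.

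The replicate letters come from the sample labels, and the paper's text does not name the batch that was removed. Whether the letters pair the libraries was checked by correlating the deviations of same-letter libraries from their group means across all genes tested, and the letters were taken to pair them if every such correlation was over 0.1. All 24 correlations were (0.144 to 0.469, median 0.263), while 72 pairs of libraries with other letters had a median of −0.114 and a maximum of 0.178. The letter was therefore kept in the model.

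GSEA used the signal-to-noise ranking with weight 1 on DESeq2 median-ratio normalized counts, from which the effect of the replicate letter had been removed with a linear model on the log2 scale (pseudocount 1). Its two-sided p is called exact because all 70 reassignments of the labels of the 8 libraries compared were run. These reassignments ignore the letters, which pair the libraries, so the p is not exact for the paired design. Only 8 splits part every pair of the same letter. The permutation test per gene named below reassigns the labels in the same way. Of 19 gene lists in all, the others cover cholesterol synthesis, lipogenesis, PPAR alpha targets, the integrated stress response, further Nrf2 targets, the interferon response, inflammatory and acute phase genes, osmotic stress, glycolysis, the citric acid cycle with itaconate catabolism, hepatocyte identity, and markers of macrophages, stellate cells, endothelial cells, cholangiocytes and sex. They were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 57 tests of 19 lists in 3 comparisons, and over the 19 lists for the interaction. The oxidative phosphorylation list was drawn up from gene symbols. The sources of the other lists are general knowledge of these pathways, not a database.

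The genes named are those the paper names or stars in Supplementary Fig. 8, any other gene of that figure with an unadjusted p under 0.05 in an itaconate comparison, *Nqo1*, *Sucla2* and *Suclg2*, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among genes with an adjusted p under 0.05, a mean of at least 5 CPM and 1 direction in all 4 letters. For the interaction they are the 3 genes with the smallest p. Genes with no symbol of their own were left out of these.

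Alternatives were a model without the replicate letter, median-ratio normalization (RLE) in edgeR, the filter of edgeR's filterByExpr, no filter, only the 8 libraries of a comparison in the model, DESeq2's Wald test, limma-trend, an exact permutation test per gene, a minimum change of 1.5-fold, each library left out in turn, and for lists fry and camera with an estimated correlation. The procedure was tested on simulated data of the same size and depth with 200 changed genes. Of genes changed 1.5-fold, 84% were recovered with 12 false calls, and of genes changed 2-fold, 96% with 7 false calls. A planted set of 34 genes changed 1.3-fold had the smallest exact p that GSEA allows here, 0.0286. Of 40 lists with no planted change, 0 passed 0.05 in GSEA and 1 passed it in camera. The genes were simulated independently of each other. In the real lists the estimated inter-gene correlation ran from −0.06 (osmotic stress) to 0.55 (sex genes), with 0.385 for the interferon response. The null lists therefore cannot show how often the set tests make false calls on the real lists. Transcript-level quantities and reads were not analysed here.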

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

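The tests of GC content, gene length, library size and macrophage RNA on the interferon response and cholesterol synthesis lists were chosen only after the results were seen. So were all alternative fits of the interferon response list, among them those with each library left out. GSEA of these lists was not in the plan either, which set camera for them. The gene lists, the comparisons and the remaining tests were set before the data were examined.

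Of 148 groups of 4 values examined, 5 held a library far from the other 3 (Dixon's test of the gap to the nearest of the others), where 7.4 would be expected by chance, since about 1 in 20 groups gives such a gap. These were *Suclg2* in itaconate replicate A at 137 CPM, *Acox3* in lipid replicate A at 23.8 CPM, *Idh1* in itaconate replicate C at 182 CPM, *Cxcl2* in lipid + itaconate replicate D at 1.24 CPM, and the total of untreated replicate A at 22346049 expected counts. The 5 values fall in 5 libraries. No biological explanation was tested for them.

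Outside the 48 genes of Supplementary Fig. 8, 572 genes had an adjusted p under 0.05 in edgeR with itaconate alone, 300 with itaconate in the presence of lipid, and 5514 with lipid alone. Among the 8 splits of the libraries that part every pair of the same letter, as the real one does, 1 gave as many genes with itaconate alone (the real one), 2 gave as many with itaconate in the presence of lipid, and 1 with lipid alone. With 8 splits the share cannot fall under 0.05, whatever the counts. With lipid the other split exchanged the labels within letters C and D and gave 515 genes, and the highest of the remaining splits, among all 35, gave 180. In each of the comparisons with untreated hepatocytes all 35 splits were also run, and those other than the real one gave at most 1 gene with itaconate alone, against 573, and no gene with lipid alone, against 5546. Another grouping that did as well was found only for itaconate in the presence of lipid. The count with itaconate in the presence of lipid was 891 without lipid + itaconate replicate C and 59 without lipid + itaconate replicate A. With itaconate alone it was 149 without itaconate replicate C.

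Several causes of these changes were weighed. Osmotic stress from 10 mM sodium itaconate may contribute with itaconate alone, since the osmotic stress list rose by a median log2 fold change of 0.10 (7 of 8 genes higher, camera adjusted p = 0.00793, fry 6.82e-05). The call was lost without the replicate letter (0.0916) and with an estimated correlation (0.114), and the adjusted p ranged from 6.82e-05 to 0.114. With lipid its median was 0.044 (camera adjusted p = 0.197, fry 0.00754), which leaves this open. No sodium control was among the treatments, so osmotic and itaconate effects cannot be told apart there. Activation of Nrf2 was weighed with 24 further targets not among the 13 of Supplementary Fig. 8. Their medians of −0.027 (9 higher, 15 lower) without lipid and 0.054 with lipid (14 higher, 10 lower) came from genes that went both ways and decide nothing. With lipid, camera called these targets higher when the replicate letter was left out (adjusted p = 0.0351, against 0.13 with the letter). A different share of macrophage RNA was weighed with 10 macrophage genes. Their median was 0.040 with itaconate alone, with *Lyz2* higher (0.50) and *Cd68* lower (−0.24). It was −0.38 with itaconate in the presence of lipid (9 of 10 lower, camera adjusted p = 0.000586, fry 0.0307, estimated correlation 0.242). *Cd68* had a mean of 218 CPM and the others 11.0 CPM (*Cd5l*) or less. A change in a small share of macrophages therefore cannot be told apart from a change within the cells in either comparison. For lipid alone, feedback from the cholesterol in the lipid mixture is a candidate explanation of part of the changes, since the cholesterol synthesis list had a median log2 fold change of −0.56 (20 of 23 genes lower, camera adjusted p = 3.34e-07, fry 2.91e-05, estimated correlation 0.242).

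With itaconate alone, all 24 genes of the interferon response list were lower, with a median log2 fold change of −0.74, and 23 had an adjusted p under 0.05 in edgeR. The median was between −0.65 and −0.83 in each of the 4 replicate letters, and between −0.68 and −0.77 in the fits that each left out 1 library. The camera adjusted p was 1.78e-30, and the call held under fry (2.24e-05) and with an estimated correlation (0.0444). GSEA gave an exact p of 0.0286, the smallest possible over reassignments that ignore the letter pairs. *Ifit1* went from 114 ± 39.0 to 46.9 ± 12.5 CPM (SD). With lipid present the median was −0.33 (23 of 24 lower, camera adjusted p = 5.25e-13, fry 0.00311, estimated correlation 0.156, GSEA exact p = 0.0571), and by letter it was −0.51, −0.50, 0.01 and −0.24 from A to D. It was −0.24 without lipid + itaconate replicate A and −0.44 without lipid + itaconate replicate C. The tables argue against a trend with GC content and gene length as the whole cause, since the medians after its removal were −0.71 and −0.32. They also argue against library size, since after all libraries were thinned to the smallest total the medians were −0.73 and −0.33. A lower share of macrophages does not account for the fall with itaconate alone, as no macrophage gene fell by more than *Cd68* (−0.24). In the presence of lipid the macrophage genes fell by a median of −0.38 over all letters, about as far as the interferon genes. By letter the macrophage medians were −0.59, −0.19, −0.71 and −0.19 from A to D, which did not follow the interferon medians. In letter C the macrophage genes fell most and the interferon genes did not fall. From these medians the explanations cannot be told apart. Reads shared between *Ifit3* and *Ifit3b* touch only these genes of the list. A lower interferon response to itaconate remains a hypothesis. The list and its camera test were set beforehand, but the list was singled out of the 19 lists by its result. The follow-up tests used the same data.

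The cholesterol synthesis list was lower with itaconate alone, with a median log2 fold change of −0.23 (22 of 23 genes lower, 4 with an adjusted p under 0.05). By letter the median was −0.09, −0.19, −0.40 and −0.19 from A to D. The camera adjusted p was 1.29e-06, and the call held under fry (0.0119) but not with an estimated correlation (0.242), and GSEA gave an exact p of 0.229. The tables argue against GC content and gene length as the whole cause (median −0.19 after removal of the trend) and against library size (−0.21 after thinning). A response of sterol synthesis to itaconate may underlie it, and the lists do not test this further.

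The effect of itaconate with lipid was compared with that without lipid by the interaction term. *Cxcl10* was the 1 gene with an adjusted p under 0.05 in edgeR, with a difference of 0.47 on the log2 scale (standard error 0.065, adjusted p = 0.0300). Its log2 fold change with itaconate was −0.41 without lipid (lower in 4 of 4 letters) and 0.05 with lipid (higher in 3 of 4). At an unadjusted p under 0.05 there were 1004 genes. The adjusted p of *Cxcl10* ranged from 2.46e-06 to 1.00 over the alternatives and was over 0.05 in 12 of the 16 fits that each left out 1 library, such as 0.136 without untreated replicate A and 0.150 without itaconate replicate D. Of 100 exchanges of the itaconate labels drawn from 128, 15 gave as many genes, the real grouping included. An exchange in 1 arm turns the itaconate effect that both arms share into a difference, so these exchanges do not show how often a count of 1 arises without an interaction. Next in order of p were *Arrdc4* (−0.47, adjusted p = 0.0521, from 6.19e-06 to 1.00 over the alternatives) and *Ifit1* (0.64, adjusted p = 0.158, from 1.45e-10 to 1.00). *Arrdc4* was under 0.05 with RLE normalization, filterByExpr, no filter, DESeq2, and without lipid replicate B, itaconate replicate B, lipid + itaconate replicate B or untreated replicate C, and *Ifit1* with no filter, DESeq2 and without lipid replicate B.

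By camera, 5 lists differed between the itaconate effects with and without lipid. The median differences on the log2 scale were 0.39 for the interferon response (24 of 24 genes higher, camera adjusted p = 4.74e-17), −0.51 for macrophage genes (8 of 10 lower, 0.000156), −0.19 for the integrated stress response (16 of 18 lower, 0.00032), 0.091 for cholesterol synthesis (17 of 23 higher, 0.0334) and 0.069 for the further Nrf2 targets (15 of 24 higher, 0.0434). None of the 5 held under fry (adjusted p from 0.0585 to 0.408) or with an estimated correlation (0.233 to 0.543). The interferon difference stayed between 0.30 (without lipid + itaconate replicate C) and 0.45 (without lipid + itaconate replicate A) when 1 library at a time was left out. The interferon genes were already lower with lipid alone (median −1.01), so a smaller further fall from a lower level is a candidate explanation, which was not tested.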

How the results depend on the processing

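The fits of the interferon response list under the alternatives were chosen only after its result was seen, and all other alternatives before. Where a value changed, the cause was not tested unless stated.

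Leaving the replicate letter out of the model (no replicate block) gave 23 genes in place of 573 with itaconate alone, 9 in place of 301 with itaconate in the presence of lipid, and 0 in place of 1 for the interaction (449 at an unadjusted p under 0.05). All 23 and all 9 were among the genes called with the letter in the model. The fatty acid genes at an unadjusted p under 0.05 went from 7 to 3 with itaconate alone and from 2 to 1 in the presence of lipid, and the Nrf2 targets from 1 to 0 and from 5 to 2. Without the letter, the differences between letters enter the residual spread. The direction was reversed, far from any call, for the further Nrf2 targets with itaconate alone (adjusted p = 0.994 in camera), glycolysis with itaconate in the presence of lipid (0.972) and the citric acid cycle with lipid alone (0.970). The further Nrf2 targets with itaconate in the presence of lipid were called without the letter (0.0351 in camera).

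With no filter on low counts, 1091 genes were called with itaconate alone (509 of them among the 573), 725 in the presence of lipid (282 of the 301) and 231 for the interaction. Of these, 43, 43 and 23 had a mean under 1 CPM. The fatty acid genes in the presence of lipid rose to 4, and the Nrf2 targets to 4 with itaconate alone and 8 in the presence of lipid. With genes kept by filterByExpr the interaction count was 2, as it was with median-ratio (RLE) normalization. With only the 8 libraries of the comparison in the model, 1859 genes were called with itaconate alone, the 573 among them, and 14 in the presence of lipid. The fatty acid genes with itaconate alone were then 11, and the Nrf2 targets 6 and 2. DESeq2's Wald test called 509 genes in the presence of lipid (293 of the 301), 36 for the interaction, and 0 Nrf2 targets at an unadjusted p under 0.05 with itaconate alone.

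A minimum change of 1.5-fold left 82 genes with itaconate alone, 54 in the presence of lipid, 1142 with lipid alone and 0 for the interaction, whose 1004 genes at an unadjusted p under 0.05 compare with 1 called without the minimum. Adjusted over the list alone or over all genes, 1 fatty acid gene was left with itaconate alone and 0 of 2 in the presence of lipid. For the Nrf2 targets, 0 of 1 was left with itaconate alone either way, and 1 of 5 in the presence of lipid over all genes. The count with lipid alone was 4149 to 5742 under every other alternative and 4720 to 5043 with 1 library left out.

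Leaving out 1 library at a time gave from 149 (without itaconate replicate C) to 394 genes with itaconate alone (without itaconate replicate A), all under the 573 of the full set. It gave from 59 (without lipid + itaconate replicate A) to 891 (without lipid + itaconate replicate C, 289 of the 301 among them) in the presence of lipid. The interaction gave 0 to 8 (without lipid replicate B). The fatty acid genes gave 3 (without itaconate replicate C) to 6 with itaconate alone, and 1 to 7 (without lipid + itaconate replicate B) in the presence of lipid. The Nrf2 targets gave 0 to 1 with itaconate alone, with 0 without untreated replicate A, itaconate replicate C or itaconate replicate D. The exact p of GSEA ran from 0.6 to 1 for oxidative phosphorylation with itaconate alone, with the score reversed at the p of 1 (without untreated replicate D or itaconate replicate D). For the Nrf2 targets with itaconate alone it ran from 0.429 to 0.857, with the score reversed at the highest (without untreated replicate B). For fatty acid metabolism it ran from 0.543 to 0.971 with itaconate alone and from 0.0857 (without lipid + itaconate replicate B) to 1 in the presence of lipid, where it ran from 0.229 to 0.543 for oxidative phosphorylation and from 0.114 to 0.343 for the Nrf2 targets. Single genes near 0 changed sign. *Aldh1b1* with itaconate alone ran from −0.26 to 0.075 (without untreated replicate A), *Gsta3* in the presence of lipid from −0.040 (without lipid + itaconate replicate B) to 0.16, *Sucla2* in the presence of lipid from −0.015 (without lipid replicate C) to 0.047, and *Suclg2* from −0.0072 (without untreated replicate B) to 0.057 with itaconate alone and from −0.10 to 0.030 (without lipid + itaconate replicate C) in the presence of lipid.

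In place of GSEA, camera with the preset correlation gave p = 0.0484 for oxidative phosphorylation in the presence of lipid, and 0.0072 for the Nrf2 targets, for which fry gave 0.00918. With itaconate alone fry gave 0.956 for the Nrf2 targets, in the reversed direction. For the itaconate comparisons, the other set tests of fatty acid metabolism, oxidative phosphorylation and Nrf2 targets stayed over 0.05. Over all lists, camera called 21 of the 57 tests, fry 25, and camera with an estimated correlation 3 (interferon response with itaconate alone, and inflammatory genes in the presence of lipid and with lipid alone). Fry reversed the direction of the Nrf2 target list (adjusted p = 0.973) and of the stellate markers (0.944) with itaconate alone. Of the remaining values under these alternatives, 39 were weaker, 23 stronger and 415 unchanged in direction and call, and of those with 1 library left out 32 were weaker, 9 stronger and 406 unchanged.

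Depth limits the genes of low expression. *Adh7* (10 to 41 counts per library) and *Irg1* were tested only with no filter or with filterByExpr. Of the stellate and cholangiocyte markers 2 and 3 genes were left to test. After thinning every library to the smallest total, 540 genes were called with itaconate alone (482 among the 573), 251 in the presence of lipid (234 of the 301) and 5422 with lipid alone.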

Differences from the paper's values

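The comparisons with the paper's values use no test chosen after the results were seen.

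The legend of Supplementary Fig. 8 names t tests run gene by gene. The counts here come from edgeR's quasi-likelihood test unless another is named, and no such t test was among the settings. The counts are therefore set side by side at the same threshold but not with the same test. With itaconate alone, 7 fatty acid metabolism genes had an unadjusted p under 0.05, against the paper's 3. Of the alternatives set before the data were examined, the count was 3 without the replicate letter in the model (*Acox3*, *Cpt2*, *Eci2*) and without itaconate replicate C, and 4 without untreated replicate B and without untreated replicate C, which come within 1.5 times the paper's value. All others run for this count did not. In the presence of lipid, the count was 2 against the paper's 4. It was 4 with no filter (*Acsl1*, *Acsl5*, *Aldh1b1*, *Eci2*) and without lipid + itaconate replicate A, 3 without lipid replicate A and without lipid replicate B, and 5 without lipid + itaconate replicate C. The other alternatives did not come within 1.5 times of it.

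Of the 13 Nrf2 targets, 5 had an unadjusted p under 0.05 in either itaconate comparison, against the paper's 1. The paper's text does not name the comparison its count refers to. With itaconate alone the count was 1 (*Gclc*), equal to the paper's, and in the presence of lipid it was 5. With adjustment over all genes tested the count in either comparison was 1 (*Gclc*). Under every other alternative run for this count it was from 2 to 10.

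Some of the genes differ as well. The paper calls *Adh7* and *Echs1* changed with itaconate alone. *Echs1* had an unadjusted p under 0.05 here (log2 fold change −0.14). *Adh7* (−0.44, adjusted p = 0.746 in edgeR) did not with no filter or with filterByExpr, and under the filter of 1 CPM it was not tested. In the presence of lipid the paper calls *Aldh1b1*, *Echs1* and *Hadha* changed, with log2 fold changes here of −0.34, −0.05 and −0.06 and an unadjusted p over 0.05. *Aldh1b1* had an unadjusted p under 0.05 with no filter and without lipid replicate B, lipid + itaconate replicate B or lipid + itaconate replicate C. *Hadha* had one without lipid + itaconate replicate B, and *Echs1* under none of the settings run. *Acsl5* carries an asterisk in Supplementary Fig. 8a in the presence of lipid and is not named in the text, and it had an unadjusted p under 0.05 here (−0.14).

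Among the Nrf2 targets the paper calls *Gsta3* changed upon itaconate treatment and the others not. *Gsta3* had a log2 fold change of 0.14 with itaconate alone and 0.06 in the presence of lipid, with an unadjusted p over 0.05 in both. It was under 0.05 with itaconate alone with no filter, with only the 8 libraries of the comparison in the model and in the exact permutation test per gene, and in the presence of lipid without lipid + itaconate replicate C. *Gclc* had an adjusted p of 0.0278 in the presence of lipid (0.41, a rise of 33.0%), and over the alternatives its adjusted p ranged from 1.41e-12 to 0.191. Supplementary Fig. 8b marks *Gclc* with an asterisk in that comparison.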

Other observations

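The tests of replicate letter C in the presence of lipid were chosen only after its values were seen, and the gene lists were fixed beforehand.

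The response to itaconate in the presence of lipid was unlike between replicate letters. Across 9645 genes, the log2 ratios of lipid + itaconate to lipid within a letter correlated at 0.47 between letters A and B and at 0.34 between C and D, but at −0.10 between A and C, −0.18 between B and C, −0.03 between A and D and 0.11 between B and D. For itaconate alone these correlations across genes ran from 0.19 to 0.55. Genes are not independent replicates. In a fit without letter C, 652 genes were called in the presence of lipid, and 54.6% of them went the same way in letter C, against 89.5 to 97.8% for the other letters left out in turn. An exchange of the labels within letter C would make most of them go the opposite way, so this value speaks against it. Another kind of mislabelled or mixed sample may underlie the pattern and cannot be told apart from cultures that responded differently. An exchange within both C and D stays open in part, since that split gave 515 genes in place of 301, while 97.8% of the 46 genes called without letter D went the same way in D. A difference in library size is argued against, since after thinning to the smallest total the higher of the correlations of C with A and B was still −0.10. Lipid + itaconate replicate C also had the highest share of counts from the mitochondrial genome, 6.01%, and without this library 891 genes were called in the presence of lipid. Lipid + itaconate replicate B stood out in other ways. Its differences from the rest of its group were 106 to 147 times those of counting noise, against at most 64.5 for every other pair within a group. It also had the highest share of counts in its top 10 genes, 13.9%.

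Both itaconate effects resembled each other across genes. Of the 573 genes called with itaconate alone, 92.1% had the same sign in the presence of lipid, and of the 301 called in the presence of lipid, 90.4% had the same sign with itaconate alone, against 65.8% over all genes tested. The correlation across genes was 0.33 (Pearson) and 0.42 (Spearman). With itaconate in the presence of lipid the largest rises were in *Dppa3* (1.04), *Nrg4* (0.77) and *Olfml2b* (0.76) and the largest falls in *Rin1* (−0.94), *Ifit3b* (−0.84) and *Serpinb6a* (−0.79). Without the replicate letter the adjusted p in edgeR was over 0.05 for all of these but *Serpinb6a*, from 0.120 (*Rin1*) to 0.348 (*Ifit3b*). With only the 8 libraries of the comparison it was over 0.05 for *Dppa3* and *Ifit3b* (0.0878 each), *Rin1* (0.127) and *Olfml2b* (0.220). For *Rin1* it was 0.0522 without lipid + itaconate replicate A. *Dppa3* (0.72) and *Ankrd37* (0.63) also rose with itaconate alone. With lipid alone the largest rises were in *Txnip* (2.44), *Arl4d* (1.79) and *Inhbe* (1.72) and the largest falls in *Prelp* (−3.59), *Ivl* (−3.45) and *Cxcl2* (−2.17).

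With lipid alone, 26 of the 34 fatty acid metabolism genes had an unadjusted p under 0.05, 22 of them lower, with a median log2 fold change of −0.19 (camera adjusted p = 0.000984, GSEA exact p = 0.371). Of the 13 Nrf2 targets, 9 had one, 8 of them lower, with a median of −0.13 (camera adjusted p = 0.0388, GSEA exact p = 0.171). The GSEA exact p of oxidative phosphorylation was 0.914.

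Other lists gave the following median log2 fold changes, with camera's adjusted p over 57 tests. Lipogenesis had −0.06 (0.191) with itaconate alone, −0.10 (0.00227) with itaconate in the presence of lipid and −0.26 (0.124) with lipid alone. PPAR alpha targets had 0.04 (0.846), 0.04 (0.311) and −0.34 (0.00234) in the same order. The integrated stress response had 0.05 (0.846), −0.19 (0.000586) and 0.26 (0.00793), and inflammatory and acute phase genes 0.11 (0.00793), 0.19 (3.07e-06) and −0.77 (1.66e-06). The interferon response with lipid alone had −1.01 (2.84e-15), and osmotic stress −0.11, which was not called. Cholesterol synthesis in the presence of lipid had −0.12 (0.00793), a call that fry did not share (0.194). Glycolysis had 0.06 (0.862), 0.00 (0.949) and 0.01. Its median with itaconate in the presence of lipid came from letters that went both ways (0.28, 0.21, −0.28 and −0.17 from A to D). The citric acid cycle with itaconate catabolism had −0.02 (0.525), −0.07 (0.0169) and −0.01, and fry did not share the call (0.0539). Hepatocyte identity had 0.08 (0.193), 0.03 (0.862) and −0.15 (0.325). Endothelial markers had −0.38 (0.0737), −0.33 (0.00322) and 0.09, and cholangiocyte markers −0.18 (0.330), 0.12 (0.492) and −0.67 (0.0114). Macrophage markers with lipid alone had −0.55 (0.184), and the further Nrf2 targets −0.15 (0.128). The 2 stellate genes tested had −0.13, −0.12 and −0.21, and the sex genes −0.05 (0.823), −0.05 (0.801) and 0.22 (0.116). Fry called 6 tests that camera did not, which were endothelial markers with itaconate alone (adjusted p = 0.00754), osmotic stress in the presence of lipid (0.00754) and with lipid alone (0.00137), and lipogenesis (0.00096), sex genes (0.00754) and the further Nrf2 targets (0.0162) with lipid alone. With a correlation estimated from the data, the calls that held were the interferon response with itaconate alone (0.0444) and the inflammatory genes in the presence of lipid (0.0170) and with lipid alone (0.0170).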
